# Gene expression changes in spinal motoneurons of the SOD1^G93A^ transgenic model for ALS after treatment with G-CSF

**DOI:** 10.3389/fncel.2014.00464

**Published:** 2015-01-20

**Authors:** Alexandre Henriques, Stefan Kastner, Eva Chatzikonstantinou, Claudia Pitzer, Christian Plaas, Friederike Kirsch, Oliver Wafzig, Carola Krüger, Robert Spoelgen, Jose-Luis Gonzalez De Aguilar, Norbert Gretz, Armin Schneider

**Keywords:** motoneuron, ALS, G-CSF, neurodegeneration, mouse model, gene expression, laser microdissection

## Abstract

**Background:** Amyotrophic lateral sclerosis (ALS) is an incurable fatal motoneuron disease with a lifetime risk of approximately 1:400. It is characterized by progressive weakness, muscle wasting, and death ensuing 3–5 years after diagnosis. Granulocyte-colony stimulating factor (G-CSF) is a drug candidate for ALS, with evidence for efficacy from animal studies and interesting data from pilot clinical trials. To gain insight into the disease mechanisms and mode of action of G-CSF, we performed gene expression profiling on isolated lumbar motoneurons from SOD1^G93A^ mice, the most frequently studied animal model for ALS, with and without G-CSF treatment.

**Results**: Motoneurons from SOD1^G93A^ mice present a distinct gene expression profile in comparison to controls already at an early disease stage (11 weeks of age), when treatment was initiated. The degree of deregulation increases at a time where motor symptoms are obvious (15 weeks of age). Upon G-CSF treatment, transcriptomic deregulations of SOD1^G93A^ motoneurons were notably restored. Discriminant analysis revealed that SOD1 mice treated with G-CSF has a transcriptom close to presymptomatic SOD1 mice or wild type mice. Some interesting genes modulated by G-CSF treatment relate to neuromuscular function such as CCR4-NOT or Prss12.

**Conclusions**: Our data suggest that G-CSF is able to re-adjust gene expression in symptomatic SOD1^G93A^ motoneurons. This provides further arguments for G-CSF as a promising drug candidate for ALS.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a devastating neurodegenerative disease that results in progressive loss of motoneurons, motor weakness, and death within 1–5 years after disease onset. Although more than 130 years have passed since the disease was first described by Charcot its etiology is still enigmatic, precluding a truly rational drug development. Motoneurons in the spinal cord and the motor unit are the common endpoint in all hypotheses concerning pathophysiology (Gordon, 2013; Turner et al., 2013). The transgenic SOD-1^G93A^ mice are a model for ALS and recapitulate most of the ALS pathology, including loss of motor units. The first evidence of stress on the motor axis in this model occurs early before appearance of motor deficit (Frey et al., 2000).

G-CSF was primarily described as a hematopoietic factor able to stimulate the proliferation and differentiation of myeloid precursors. It is used for the treatment of chemotherapy-induced neutropenia and for bone marrow transplants (Kobbe et al., 2009; Yang et al., 2012). G-CSF has more recently been uncovered as a neurotrophic factor able to rescue motoneurons from apoptosis, protect motor functions and enhance overall survival of SOD1^G93A^ mice through the preservation of motor units (Pitzer et al., 2008; Henriques et al., 2010a,b, 2011).

Pilot clinical studies have investigated the potential of G-CSF as a drug candidate in ALS. Administrations were mainly subcutaneous with limited duration (unique or repeated injection for up to 5 days) and enrollment ranged from 10 to 39 patients. Adverse effects were minor and the drug was well tolerated in all studies. Effects of G-CSF on disease progression are unclear since all studies suffer from small cohort sizes. One study concluded that G-CSF treatment did not bring benefit for patients (Nefussy et al., 2010), while others either reported slower disease progression upon treatment (Martinez et al., 2009; Zhang et al., 2009), reduced damage of white matter tracts (Duning et al., 2011) or lower level of pro-inflammatory markers in the cerebrospinal fluid (Chio et al., 2011).

Effects of G-CSF treatment in SOD-1^G93A^ mice have been examined at the clinical, electrophysiological, and histological level. Here we sought to determine if and what changes on the gene expression level in alpha motoneurons would be related to G-CSF treatment. Therefore, our objective was to (1) define changes on the mRNA level that occur in spinal motoneurons in an animal model of ALS, the SOD1^G93A^ mice and (2) characterize the effects of G-CSF on detected changes in the transcriptome of those motoneurons. We combined laser microdissection (LMD), RNA amplification, and gene expression profiling on DNA arrays to study these cell-type specific expression changes.

## Materials and methods

### ALS model

We used mice transgenic for the SOD1^G93A^ mutation (Gurney et al., 1994) on a C57/bl6 background (B6.Cg-Tg(SOD1-G93A)1Gur/J strain; Jackson laboratory, Bar Harbor, Maine, USA), harboring the high copy number of the mutant allele human SOD1. The hemizygous line was maintained by mating transgenic males with C57BL/6 wild-type females. Transgenic littermate females were used in all experiments. They were either treated with vehicle (250 mM sorbitol, 0.004% Tween-80 and 10 mM sodium acetate buffer) or with G-CSF (filgrastim dissolved in vehicle, 30 μg/kg body weight/day) with an osmotic, subcutaneously implanted, paravertebrally located minipump (Alzet Minipump, model 2004; ALZET Osmotic Pumps, Cupertino, CA, USA) (Pitzer et al., 2008). Wild type littermates served as control group (group 3). Each mouse was housed under standard conditions in cages together with 4-6 littermates and fed *ad libitum*, in a room that also housed male mice, thus resulting in likely estrous cycle synchronization. All animal experiments were approved by the Regierungspräsidium Karlsruhe (Karlsruhe, Germany).

### Tissue isolation

All kinds of surgical instruments (forceps, scissors) were cleaned with RNase Zap spray or 100 % ethanol before use. Directions for handling RNA or tissue for RNA isolation (e.g., gloves, etc.) were followed. For anesthetizing purpose, a mixture of ketamine (120 mg/kg boday mass) and xylasine (Rompun, 16 mg/kg body mass was injected intraperitoneally. After complete absence of peripheral nociceptive reflexes the animals were perfused transcardially via the left ventricle with ice-cold HBSS. The pump was run at 10 ml/min for 3 min. Care was taken not to injure any blood vessel during the preparation. The perfused mouse was fixed onto a metal platform cooled by wet ice to avoid RNA degradation. After removal of the skin, cranial bones and vertebrae were carefully removed dorsally and spinal cords were dissected from the remaining opened cranium and vertebral canal. The thoracic position T9 was marked with a blue dye spot. Tissue was frozen on dry ice for about 5–10 min and stored at −80°C.

### Laser microdissection

Spinal cords were cryosectioned into 8 μm coronal sections, starting at the lumbar position L2. Thirty sections per mice were collected. Sections taken for microdissection were 100 μm apart. The tissue on the POL-membrane of a frame slide was overlaid with thionin staining solution so that the whole sample was completely covered. After 20 s ultraPURE™ water was poured onto the sample to wash away excess thionin. The frame slide with the tissue sample on the POL-membrane was mounted onto the microscope. Samples were collected into the cap of a 0.65 ml LMD tube filled with 35 μl of buffer RLT (Qiagen RNeasy® Micro Kit). Using the program “Leica Laser Microdissection V 5.0,” cells were marked and then automatically cut by a moving laser beam (power 40–50, speed 4, specimen/balance 11, offset 45). A total of 300 motoneurons per mouse spinal cord have been sampled by laser microdissection (Supplementary Figure 1), from a total of 35 mice (week 11 wt: *n* = 6; SOD *n* = 8); week 15 [wt *n* = 7; SOD (vehicle): *n* = 7; SOD (G-CSF treated): *n* = 7)], and subjected amplified RNA to array hybridization. Cutting was done at 40x magnification. Experimenters involved in laser microdissection were blind to the identity of the animal.

### RNA amplification

Each RNA sample was linearly amplified by two consecutive rounds of T7 polymerase-driven amplification. The precipitated total RNA of each LMD sample was reverse transcribed with a first-strand synthesis mix comprising 10 U Superscript III (Invitrogen, Karlsruhe, Germany), 1 U Superasin (Ambion, Huntingdon, UK) and 0.5 pmol of T7-T18V primer by incubating for 2 h at 50°C after second-strand synthesis with 6 U DNA polymerase I, 2 h at 22°C with 0.2 U RNaseH, and 15 min at 16°C with 4 U T4 DNA polymerase I (Invitrogen). The T7 promoter tagged cDNA template was purified by standard phenol extraction and ethanol precipitation. This cDNA was used for first round amplified antisense RNA production applying a MegaScript kit (Ambion) and purified with an RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. Second round amplification was performed accordingly but using T7-tagged random primer for first strand cDNA synthesis and T18V primer for second-strand synthesis, yielding amplified sense RNA. UV measurements at 280 and 260 nm and 2100 Bioanalyzer runs using the RNA-6000 Nano-LabChip (Agilent, Böblingen, Germany) were used to ensure the quality and quantity of the sense RNA produced. Only samples showing RNA integrity numbers (RIN) above 8 were used. The yield varied from 40 to 80 μg.

### Array analyses

The arrays were performed with the GeneChip® mouse genome 430 2.0 array from Affymetrix (Affymetrix, Santa Clara, CA, USA). Expression console software (Affymetrix, Santa Clara, CA, USA) was used to normalize arrays with the gcrma algorithm (Harr and Schlotterer, 2006) and to perform quality control. The database was filtered with intensity and standard deviation. We removed genes when one of the following conditions was not met: less than 4 arrays had intensity higher than the centile 20% of all genes or the standard deviation was lower than centile 30% of all genes.

Discriminant analysis has been performed with JMP 11.0.0 (SAS Institute, Cary, North Carolina) with genes presenting a minimum standard deviation greater than 1.2 in all individuals. Class prediction has been computed using a non-parametric k-Nearest Neighbors algorithm.

Differential gene expression among experimental groups has been assessed by ANOVA followed by a post-hoc Tukey's Honest, with genes presenting a minimum fold-change of 1.5-fold. We considered a *p*-value lower than 0.05 with a FDR lower than 10% as significant difference. Analyses were performed using BRB-ArrayTools developed by Dr. Richard Simon and BRB-ArrayTools Development Team (http://linus.nci.nih.gov).

WEB-based Gene SeT AnaLysis Toolkit was used to detect enrichment of biological functions (WebGestalt, http://bioinfo.vanderbilt.edu/webgestalt/) (Zhang et al., 2005; Wang et al., 2013).

### Real-time quantitative PCR

One μg total RNA used for the microarray was used to synthesize cDNA using superscript II reverse transcriptase (Invitrogen) and oligo-dT primers, accordingly to manufacturer's recommendation. Quantitative reverse transcription-polymerase chain reaction was performed using the Lightcycler system with SYBR-Green reagent (Roche). Cycling conditions were as follows: 10 min at 95°C; 5 s at 95°C, 10 s at the annealing temperature of 64°C, 30 s at 72°C for 50 cycles and 10 min at 95°C. Relative quantification were calculated after normalization to the reference gene cyclophilin B.

## Results

### Design of the experiment

A first group of SOD1^G93A^ and WT mice was included in the study at week 11 of age when SOD1^G93A^ mice present no signs of motor dysfunction but subtle signs of denervation detectable by electromyography (Pitzer et al., 2008). The second cohort of mice was treated with G-CSF or vehicle from week 11 to week 15. 

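Gene expression was measured in motoneurons of the lumbar spinal cord of 35 mice, with 1 array per mouse and 300 dissected cells behind each array. The groups were WT mice of week 11 (n = 6), SOD1 mice of week 11 (n = 8), WT mice of week 15 (n = 7), vehicle-treated SOD1 mice of week 15 (n = 7) and G-CSF-treated SOD1 mice of week 15 (n = 7). SOD1 G93A mice carry many copies of a mutant human SOD1 gene. G-CSF was given as filgrastim at 30 μg/kg body weight per day for 4 weeks, and the vehicle pumps ran for the same time. The RNA of each mouse was amplified with T7 polymerase in consecutive rounds before hybridization to Affymetrix mouse genome arrays. The authors normalized the arrays with the GCRMA algorithm, and the deposited values are log2 intensities per probe set, called transcripts here as in the paper. The filter of the methods asks for an intensity over the 20th centile (2.40 on the log2 scale) on at least 4 arrays and an SD at or over the 30th centile (0.241), which left 31352 transcripts of 14257 named genes. From there, limma was fitted over all 5 groups, and a transcript counted as changed at an unadjusted p under 0.05, a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 1.5. GCRMA pulls dim probe sets towards a common low level, so a fold change against a group near that level is hard to size. Array medians lay between 3.19 and 3.47. The number of arrays limits the precision of every value. In simulated data of the same spread and group sizes, limma found 49.3% of 67 transcripts changed 2-fold at week 11. It found 92.4% of 66 changed 4-fold. The simulated G-CSF comparison gave 55.2% and 93.9%. The adjusted p depends on how many transcripts change, so these shares need not hold where more of them do. Week goes with cohort and, in SOD1 mice, with the pump. The 18S ribosomal RNA control probe set read 10.12 ± 0.68 (SD) in WT mice of week 11 and 13.13 ± 0.26 in WT mice of week 15. The arrays of WT mouse 6 of week 11 and of vehicle-treated mice 3 and 5 stood apart from their groups on the first 3 principal components, which held 21.5%, 7.95% and 5.72% of the variance.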

At the time of study completion, SOD1^G93A^ mice presented clear motor impairment and motoneuron degeneration is documented (Pitzer et al., 2008; Henriques et al., 2011).

During laser microdissection, there is a risk of collecting cells surrounding motoneurons and therefore analyzing non-neuronal transcripts (Supplementary Figure 1A, Perrin et al., 2005; Bandyopadhyay et al., 2013). To assess the proportion of contaminating RNA, we have studied the expression values of highly specific markers for astrocytes, oligodendrocytes, microglia, endothelial cells, and neurons (Cahoy et al., 2008). 

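Transcripts of the neurofilaments lay over the array median in each of the 35 mice. Nefl, the light subunit, had a mean of 13.47 on the log2 scale (range 13.21 to 13.61), Nefh 12.25 (10.09 to 12.74) and Nefm 12.05 (9.80 to 13.28). Snap25, a protein of synaptic vesicle fusion, had a mean of 12.04. Of 11 general neuron markers listed before the data were examined, 11 lay over the median of their array in all mice. Of 11 motoneuron markers, 11 lay over the 20th centile in all mice and 7 over the array median. Prph, the intermediate filament peripherin, had a mean of 9.28 and the transcription factor Isl1 a mean of 7.90. Chat, which makes acetylcholine, read low at 3.17 (range 2.49 to 5.00).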

All experimental groups show high expression of the specific neuronal markers, while markers for glial and endothelial cells are present at very low levels or not detected (Supplementary Figure 1B). These data suggest that contamination with RNA from other cells than motoneurons is minimal and irrelevant for the following analyses.

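Markers of other cell types read at different levels on the arrays. Of 10 oligodendrocyte markers, 9 lay over the 20th centile and 8 over the array median in all 35 mice, with a mean of 12.08 on the log2 scale for Mbp (myelin basic protein; range 11.42 to 12.60), 11.12 for Cnp and 9.32 for Mobp. All 12 astrocyte markers lay over the 20th centile in all mice and 9 over the median. Aldoc, a glycolytic enzyme, had a mean of 11.32, the calcium-binding protein S100b 10.57, the gap junction protein Gja1 9.09 and the water channel Aqp4 8.47. Of 16 microglia markers, 9 lay over the centile and 5 over the median in all mice. The receptor Csf1r had a mean of 7.86 and the protease Ctss 7.55, while Itgam had 2.29 and Aif1 2.21. Endothelial markers lay over the centile in 7 of 11 cases and over the median in 5, with Slco1a4 at 6.02 and Pecam1 at 2.50. Of 7 lymphocyte markers, 4 lay over the median in all mice, among them Cd3e (3.73), Cd4 (3.69) and Cd8a (3.63). The microglia markers Trem2 (3.74) and Fcer1g (3.70) read alike. Array medians lay between 3.19 and 3.47, so a marker at such a level does not show that a cell type was captured. Markers of inhibitory and excitatory interneurons were measured too, at 8.82 for Slc32a1, 8.60 for Slc6a5 and 9.50 for Slc17a6. The probe sets of different genes bind with different strength, so these levels give no share of RNA per cell type. From the levels of its own marker set (Supplementary Figure 1B), the paper proposes that RNA from other cells is minimal and irrelevant for its further analyses.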

The design of the present study should be informative on genes altered in motoneurons of SOD1^G93A^ mice from the clinically non-symptomatic to an early symptomatic stage, and give insight into genes influenced by G-CSF treatment (Figure 1A). Results were analyzed by unsupervised and supervised approaches (Figure 1B), and biological functions for relevant genes analyzed based on gene ontology.

**Figure 1:**
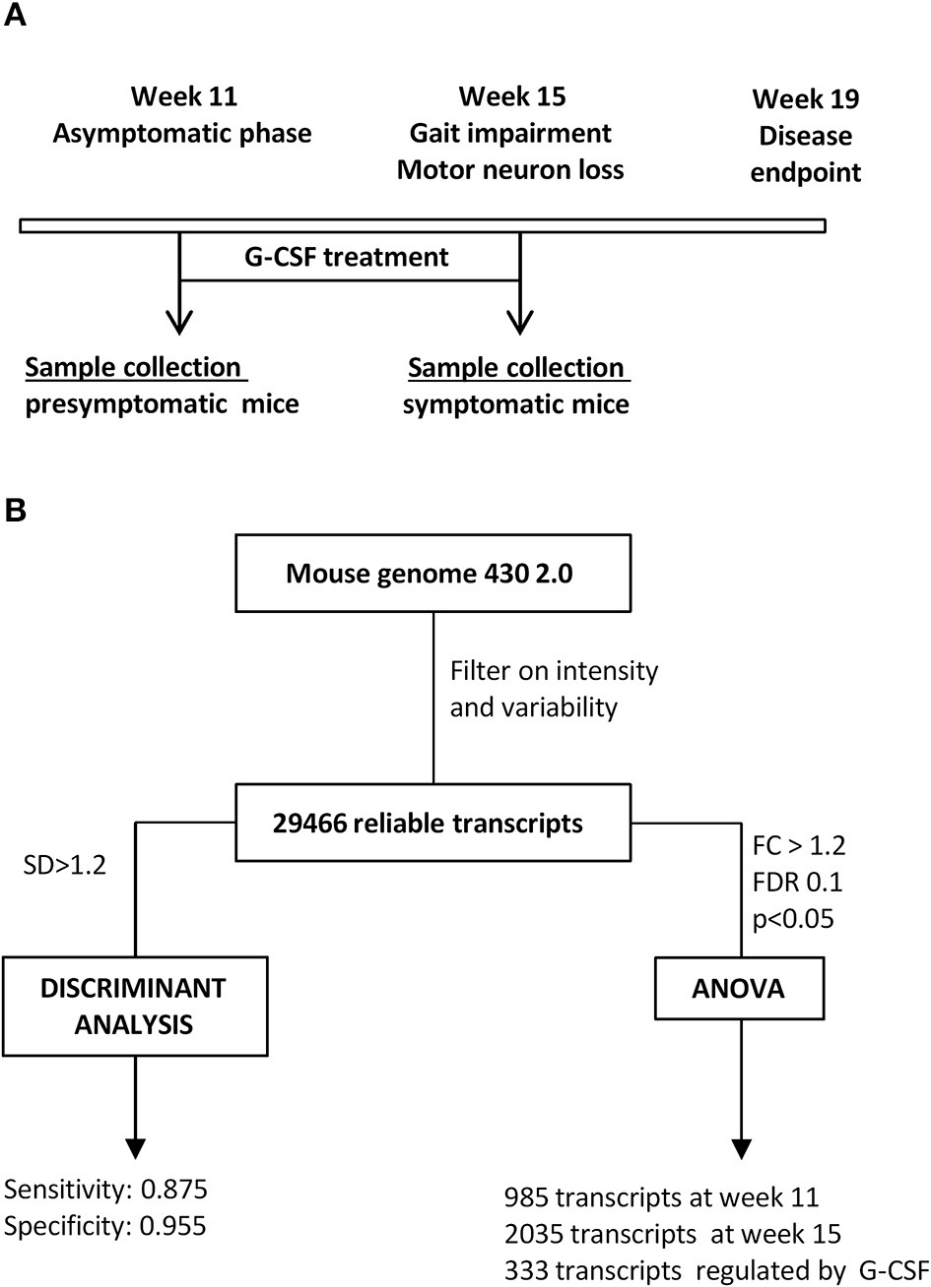
**Study design. (A)** Time course of the study. Given is the disease course in SOD1G93A mice, time of treatment and time of sacrifice for all experimental groups. **(B)** Flow chart for analytical steps for analysis.

### Gene regulation in SOD1^G93A^ motoneurons

At 11 weeks of age, when SOD1^G93A^ mice do not show motor symptoms despite early electromyographic changes we detected 985 transcripts with a significantly altered expression, of which 725 genes were upregulated and 260 dowregulated (Table 1). 

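In SOD1 mice of week 11, 413 transcripts of 338 genes had changed against WT, 354 higher and 59 lower (limma). Genes of the integrated stress response, which the transcription factor Atf4 drives when translation or amino acid supply is disturbed, rose together. Of 27 measured members, 15 were higher and none lower, and 20 were higher when adjusted over the list alone. The median difference was 0.93 on the log2 scale (camera, adjusted p = 7.26e-31; adjusted p = 5.02e-05 with an estimated correlation). Phgdh, the first enzyme of serine synthesis, rose by 3.12 (SE 0.44, adjusted p = 0.000126 from limma), and Ddit3 (CHOP), a transcription factor of the stressed endoplasmic reticulum, by 1.74 (SE 0.20, adjusted p = 7.64e-06). Chac1, which degrades glutathione, rose by 1.18 (SE 0.19, adjusted p = 0.000731), and Atf4 itself by 0.80 (SE 0.19, adjusted p = 0.0385). The amino acid carriers Slc7a3 (2.36), Slc3a2 (1.06) and Slc7a1 (0.93) and the enzymes Shmt2 (1.37), Psat1 (0.92) and Asns (0.66) were higher as well. Of 19 aminoacyl-tRNA synthetases, 4 were higher and none lower, and 8 were higher when adjusted over the list alone (camera, adjusted p = 5.21e-08; adjusted p = 0.00239 with an estimated correlation). They were Rars (1.16), Tars (1.02), Gars (0.94) and Wars (1.12). Several members of both lists stand in the paper's tables, which had been read when the lists were written, so these lists are not independent evidence. Other named genes with large rises were Mmp12, a matrix protease of macrophages (3.62, SE 0.73, adjusted p = 0.0112), Lhfpl2 (3.41, SE 0.57, adjusted p = 0.00158), Bpifc (3.07), the matricellular protein Ccn3 (2.83) and the lysosomal protease Ctsz (2.51, SE 0.30, adjusted p = 9.74e-06). In all, 3453 transcripts had an unadjusted p under 0.05, against 1568 expected by chance. The test that the methods name, with Tukey's comparison over the 5 groups, gave 694, and leaving out single mice moved the 413 to between 147 (WT mouse 5) and 563. With array weights limma called 1114, 884 higher and 230 lower. After another quantile normalization it called 185, 148 higher and 37 lower.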

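Vehicle-treated SOD1 mice of week 15 had 1854 changed transcripts of 1425 genes against WT, 538 higher and 1316 lower (limma). Transcripts of microglia, the resident macrophages, were among those that rose. Of 14 measured microglia markers, 6 were higher and none lower, 7 when adjusted over the list alone, with a median of 0.96 on the log2 scale (camera, adjusted p = 2.77e-07; adjusted p = 0.13 with an estimated correlation). Some of these markers stand in the paper's Table 2, so the list is not independent evidence. Tyrobp, a signalling adaptor of microglia, rose by 2.82 (SE 0.61, adjusted p = 0.00741), the protease Ctss by 1.89 (SE 0.35, adjusted p = 0.00208), lysozyme Lyz2 by 1.62, the complement subunit C1qb by 1.58, and Csf1r by 1.39. Ctss with vehicle (7.93) was near the level of WT (7.82) and SOD1 mice (7.85) of week 11. WT mice of week 15 were lower, at 6.04. The mean of the microglia list was 4.79 with vehicle, 3.76 in WT of week 15, and 4.08 in WT and 4.29 in SOD1 of week 11. Other large rises were Lgals3 (galectin-3; 3.15, SE 0.58, adjusted p = 0.00188), AA467197 (3.05), Cd44, a hyaluronan receptor (2.99, SE 0.61, adjusted p = 0.0046), Phgdh (2.97) and Lyz1 (2.75). Itm2a fell by 3.27 (SE 0.42, adjusted p = 3.34e-05), from 11.29 ± 0.26 in WT (SD, n = 7) to 8.02 ± 1.01 in vehicle-treated mice (SD, n = 7). Prima1, which anchors acetylcholinesterase in the membrane, fell by 3.08 (SE 0.47, adjusted p = 0.000303). The immunoglobulin heavy chain Ighm fell by 3.02, the kinase Rps6ka6 by 2.77, the ubiquitin ligase Znrf2 by 2.58, Pwwp3b by 2.57, Polr3g by 2.57 and Kctd4 by 2.48. Mmp9, a protease that marks fast motoneurons, fell by 1.94 (SE 0.28, adjusted p = 0.000148), and Rbfox3 (NeuN) by 0.76 (SE 0.15, adjusted p = 0.00458). Of 11 general neuron markers, 2 were lower and none higher, 3 when adjusted over the list alone (camera, adjusted p = 0.0351; adjusted p = 0.388 with an estimated correlation). Of the 1854 transcripts, 29% were higher, and 43.7% of those called after another quantile normalization. Unadjusted p under 0.05 was reached by 6115 transcripts, against 1568 expected by chance. Tukey's comparison over the 5 groups gave 453 higher and 1097 lower, and within the week 124 and 234. A limma fit on the vehicle and WT groups of week 15 alone gave 320 and 854. With a minimum fold change of 1.2, the main fit gave 877 and 1431.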

At 15 weeks of age, when motor symptoms are obvious and muscular denervation signs are prominent by electromyography, the number of significantly deregulated transcripts was two times higher, with 790 genes upregulated and 1245 dowregulated (Table 2). 

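Lists of protein folding and of the proteasome shifted up at week 11 and down at week 15 by camera. The difference between the ages passed by camera (adjusted p = 5.39e-08 and 3.03e-06) but for neither list with an estimated correlation (adjusted p = 0.171 and 0.195 with an estimated correlation). At week 11, lysosomal genes were higher. Of 22 measured, 4 were higher and none lower, 10 when adjusted over the list alone (camera, adjusted p = 9.55e-08; adjusted p = 0.0106 with an estimated correlation), with rises of 1.30 in Hexa and 0.86 in Gpnmb. Of 29 genes of protein folding, 3 were higher (Herpud1, Hspb1 and Dnajb1), 7 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 3.92e-05; adjusted p = 0.159 with an estimated correlation). In the proteasome 1 of 33 was higher, Psmc5, also 1 when adjusted over the list alone (camera, adjusted p = 0.000124; adjusted p = 0.225 with an estimated correlation). At week 15, Pdia3, Bag3 and Hspd1 of the folding list fell, 6 being lower when adjusted over the list alone (camera, adjusted p = 6.87e-05; adjusted p = 0.159 with an estimated correlation), and the proteasome subunits Psmb7, Psmd7, Psmd6 and Psmd12 fell, 5 when adjusted over the list alone (camera, adjusted p = 0.00148; adjusted p = 0.303 with an estimated correlation). Of 19 genes of cholesterol synthesis, 4 were lower at week 15 and none higher, likewise 4 when adjusted over the list alone (camera, adjusted p = 0.00344; adjusted p = 0.231 with an estimated correlation). They were Tm7sf2 (-1.18), Cyp51 (-0.97), Sqle (-0.85, SE 0.17, adjusted p = 0.00467) and Hsd17b7 (-0.82). At week 11 this list did not pass (adjusted p = 0.068), with 1 of its genes, Fdft1, lower. Of 15 glycolytic genes, 2 were higher at week 11, Eno2 and Hk1, 5 when adjusted over the list alone (camera, adjusted p = 3.92e-05; adjusted p = 0.2 with an estimated correlation). Of 45 genes of oxidative phosphorylation, Uqcrc1 was higher at week 11, 3 when adjusted over the list alone (camera, adjusted p = 0.0379; adjusted p = 0.514 with an estimated correlation). The oxidative phosphorylation list did not pass at week 15 (adjusted p = 0.228). Of 18 genes of metal binding and redox defence, Akr1b8 (1.31) and Txnrd1 (1.21) were higher at week 11, 5 when adjusted over the list alone (camera, adjusted p = 0.000236; adjusted p = 0.0376 with an estimated correlation). At week 15 the metallothioneins Mt2 (1.28) and Mt1 (0.68) and Akr1b8 (1.23) were higher and the transferrin receptor Tfrc was lower (-1.28), with no shift of the list (adjusted p = 0.797). Members of this list stand in the paper's tables as well, so it is not independent evidence. At week 11 general neuron markers, Eno2 among them, were higher too (camera, adjusted p = 0.00107; adjusted p = 0.225 with an estimated correlation). At week 15 the mean shift was 1.03 for microglia, 0.72 for interneuron, -0.27 for general neuron and -0.40 for oligodendrocyte markers. Whether the pathway lists moved with these markers was not tested. The SD over the values of an array had a mean of 2.361 in SOD1 and 2.297 in WT mice of week 11. At week 15 this mean was 2.215 with vehicle and 2.287 in WT. The lists were not tested after another quantile normalization, so whether they moved with array spread was not tested.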

Functional annotation using gene ontology revealed that metabolic process, reponse to stimulus/stress and nucleic acid binding were the main biological and molecular functions altered in SOD-1 motoneurons (Supplementary Figure 2).

**Table 1:** **List of the main transcripts whose expression are altered in SOD1^G93A^ mice at 11 week of age**.

**Probe set ID**	**Symbol**	**Name**	**FC**	***p*-value**
1458345_s_at	Colec11	Collectin sub-family member 11	0.28	0.005
1457067_at	Vps4b	Vacuolar protein sorting 4b (yeast)	0.32	0.016
1444869_at	–	–	0.34	0.001
1427351_s_at	Ighm	Immunoglobulin heavy constant mu	0.34	0.000
1419332_at	Egfl6	EGF-like-domain, multiple 6	0.38	0.000
1423608_at	Itm2a	Integral membrane protein 2A	0.38	0.000
1438763_at	Dnahc2	Dynein, axonemal, heavy chain 2	0.39	0.000
1435815_at	Ldoc1	Leucine zipper, down-regulated in cancer 1	0.40	0.000
1423390_at	Siah1a	Seven in absentia 1A	0.41	0.000
1418916_a_at	Spp2	Secreted phosphoprotein 2	0.43	0.000
1441114_at	9330156P08Rik	RIKEN cDNA 9330156P08 gene	0.44	0.004
1420386_at	Seh1l	SEH1-like	0.45	0.005
1419435_at	Aox1	Aldehyde oxidase 1	0.46	0.001
1445767_at	Ptprd	Protein tyrosine phosphatase, receptor type, D	0.46	0.001
1452276_at	Smarcad1	SWI/SNF-related, matrix-associated actin-dependent regulator of chromatin, subfamy a, containing DEAD/H box1	0.46	0.013
1437796_at	–	–	0.46	0.000
1427196_at	Wnk4	WNK lysine deficient protein kinase 4	0.46	0.016
1451440_at	Chodl	Chondrolectin	0.46	0.000
1439011_at	Gm20245	Predicted gene, 20245	0.46	0.044
1438143_s_at	Atxn2	Ataxin 2	0.47	0.000
1449662_at	Reep1	Receptor accessory protein 1	4.0	0.0000
1434442_at	Stbd1	Starch binding domain 1	4.0	0.0001
1426851_a_at	Nov	Nephroblastoma overexpressed gene	4.1	0.0003
1426808_at	Lgals3	Lectin, galactose binding, soluble 3	4.2	0.0000
1440142_s_at	Gfap	Glial fibrillary acidic protein	4.4	0.0000
1419665_a_at	Nupr1	Nuclear protein 1	4.5	0.0000
1423427_at	Adcyap1	Adenylate cyclase activating polypeptide 1	4.9	0.0002
1449519_at	Gadd45a	Growth arrest and DNA-damage-inducible 45 alpha	5.1	0.0000
1417022_at	Slc7a3	Solute carrier family 7, member3	5.1	0.0000
1451285_at	Fus	Fusion, derived from t(12;16) malignant liposarcoma (human)	5.6	0.0060
1417868_a_at	Ctsz	cathepsin Z	5.7	0.0000
1422916_at	Fgf21	Fibroblast growth factor 21	6.1	0.0000
1437621_x_at	Phgdh	3-phosphoglycerate dehydrogenase	8.3	0.0000
1437232_at	Bpifc	BPI fold containing family C	8.4	0.0000
1454714_x_at	Phgdh	3-phosphoglycerate dehydrogenase	8.7	0.0000
1434129_s_at	Lhfpl2	Lipoma HMGIC fusion partner-like 2	10.6	0.0000
1449153_at	Mmp12	Matrix metallopeptidase 12	12.3	0.0002
1449133_at	Sprr1a	small proline-rich protein 1A	13.7	0.0000
1449363_at	Atf3	activating transcription factor 3	14.4	0.0000

**Table 2:** **List of the main transcripts whose expression are altered in SOD1^G93A^ mice at 15 week of age**.

**Probe set ID**	**Symbol**	**Name**	**FC**	***p*-value**
1457587_at	Kcnq5	Potassium voltage-gated channel, subfamily Q, member5	0.08	0
1423608_at	Itm2a	Integral membrane protein 2A	0.1	0
1427329_a_at	Ighm	Immunoglobulin heavy constant mu	0.12	0
1427351_s_at	Ighm	Immunoglobulin heavy constant mu	0.13	0
1451440_at	Chodl	Chondrolectin	0.13	0
1451047_at	Itm2a	Integral membrane protein 2A	0.14	0
1429759_at	Rps6ka6	Ribosomal protein S6 kinase polypeptide 6	0.15	0
1445268_at	–	–	0.15	0
1455291_s_at	Znrf2	Zinc and ring finger 2	0.17	0.001
1455238_at	Mum1l1	Melanoma associated antigen (mutated) 1-like 1	0.17	0
1449155_at	Polr3g	Polymerase (RNA) III (DNA directed) polypeptide G	0.17	0
1433898_at	–	–	0.17	0
1441801_at	Kctd4	Potassium channel tetramerisation domain containing 4	0.18	0
1452366_at	Csgalnact1	Chondroitin sulfate n-acetylgalactosaminyltransferase 1	0.18	0
1418469_at	Nrip1	Nuclear receptor interacting protein 1	0.18	0.005
1434102_at	Nfib	Nuclear factor i/b	0.18	0
1433827_at	Atp8a1	ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1	0.19	0
1438214_at	Trps1	Trichorhinophalangeal syndrome I (human)	0.19	0.003
1422880_at	Sypl	Synaptophysin-like protein	0.19	0
1460227_at	Timp1	Tissue inhibitor of metalloproteinase 1	4.8	0.0001
1434376_at	Cd44	CD44 antigen	5.2	0.0013
1434129_s_at	Lhfpl2	Lipoma HMGIC fusion partner-like 2	5.6	0
1423427_at	Adcyap1	Adenylate cyclase activating polypeptide 1	5.6	0.0002
1426852_x_at	Nov	Nephroblastoma overexpressed gene	5.9	0
1448471_a_at	Ctla2a	Cytotoxic T lymphocyte-associated protein 2 alpha	5.9	0.0065
1429051_s_at	Sox11	SRY-box containing gene 11	6	0.0003
1454714_x_at	Phgdh	3-phosphoglycerate dehydrogenase	6.4	0
1437726_x_at	C1qb	Complement component 1, q subcomponent, beta polypeptide	6.6	0
1436996_x_at	Lyz1	Lysozyme 1	6.7	0.0054
1450792_at	Tyrobp	TYRO protein tyrosine kinase binding protein	7.1	0.0002
1437621_x_at	Phgdh	3-phosphoglycerate dehydrogenase	7.8	0
1423760_at	Cd44	CD44 antigen	7.9	0.0003
1434046_at	AA467197	Expressed sequence AA467197	8.3	0.0001
1426808_at	Lgals3	Lectin, galactose binding, soluble 3	8.9	0
1423537_at	Gap43	Growth associated protein 43	8.9	0
1449363_at	Atf3	Activating transcription factor 3	10	0
1440142_s_at	Gfap	Glial fibrillary acidic protein	13	0
1449133_at	Sprr1a	Small proline-rich protein 1A	20.6	0

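The fall of Colec11 and Vps4b at week 11 passed the test by a small margin. Colec11, a collectin that binds sugars on microbes, was at 2.50 ± 0.88 on the log2 scale (SD, n = 8) in SOD1 and 4.35 ± 0.87 (SD, n = 6) in WT, a difference of -1.85 (SE 0.49, adjusted p = 0.0683 from limma), and its SOD1 mean lies near the 20th centile of the arrays. Vps4b, an ATPase that disassembles ESCRT complexes on endosomes, was at 4.54 ± 1.13 against 6.18 ± 0.48, a difference of -1.64 (SE 0.43, adjusted p = 0.0674). Another probe set of Vps4b gave -0.16 (adjusted p = 0.782). The immunoglobulin heavy chain Ighm (-1.54), Egfl6 (-1.39), the axonemal dynein Dnah2 (-1.36), Ldoc1 (-1.33), the ubiquitin ligase Siah1a (-1.28), the nucleoporin Seh1l (-1.15), Atxn2 (-1.09, SE 0.24, adjusted p = 0.0197) and Serpinb9g (-1.08) were the other named genes among the lowest. Of 2 lymphocyte genes in the filtered set, 1 was lower, Ighm, also when adjusted over the list alone (camera, adjusted p = 0.0463; adjusted p = 0.134 with an estimated correlation). The call of Colec11 was kept in 26 and that of Vps4b in 29 of 35 fits that each left out 1 mouse. Without SOD1 mouse 8 both calls ended, that of Vps4b at -1.40. Over these fits Colec11 ranged from -1.93 to -1.64.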

At the presymptomatic disease stage (week 11), genes which were most downregulated were the collectin sub-family member 11 (colec11) and vacuolar protein sorting 4b (vpsb4) (Table 1). Expression of colec11 has been reported in neurons and is involved in innate immunity (Motomura et al., 2008; Ohtani et al., 2012). vpsb4 is known to interact with the pro-apoptotic pathway (Cui et al., 2014) and the autophagosome in neurodegenerative conditions (Han et al., 2012). The most strongly upregulated genes were related to response to stress and injury, such as activating transcription factor 3 (atf3) and small proline-rich repeat protein 1A (sprr1A). 

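Atf3 and Sprr1a showed the largest rises of all named genes at week 11. Atf3, a transcription factor induced by cell stress and nerve injury, was at 7.38 ± 1.20 on the log2 scale (SD, n = 8) in SOD1 and 3.53 ± 0.36 (SD, n = 6) in WT. This is 14.4-fold (log2 difference 3.85, SE 0.51, adjusted p = 6.1e-05 from limma), and 8 of 8 SOD1 mice were above every WT mouse. SOD1 mouse 2 was the lowest at 4.71, with the other 7 between 7.17 and 8.56. Sprr1a, a cornified envelope protein that promotes axon growth after injury, was at 6.62 ± 2.02 against 2.84 ± 0.14, or 13.7-fold (3.78, SE 0.68, adjusted p = 0.0035), with 7 of 8 SOD1 mice above every WT mouse. Of 28 measured genes that respond to axon injury, 10 were higher and none lower, and 16 were higher when adjusted over the list alone (camera, adjusted p = 1.13e-13; adjusted p = 0.0106 with an estimated correlation). Gadd45a, a stress-induced growth arrest gene, rose by 2.34 (SE 0.42, adjusted p = 0.00343), the neuropeptide Adcyap1 by 2.30, filamin Flnc by 1.77, the protease Ecel1 by 1.63, Sema6a by 0.78, the small heat shock protein Hspb1 by 0.75 and Stat3 by 0.64. Members of this list stand in the paper's tables, so it is not independent evidence of the direction.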

Upregulation of atf3 has already been noted in motoneurons after axotomy (Tsujino et al., 2000) and in response to deficiency in neurotrophic factors (Hyatt Sachs et al., 2007). Sprr1A was the second most stimulated gene and, similar to atf3, its expression is enhanced in motoneurons upon axotomy in order to promote axonal growth (Bonilla et al., 2002; Li and Strittmatter, 2003; Starkey et al., 2009). Interestingly, the fus (fused in sarcoma) gene was strongly upregulated in the presymtomatic disease stage. Fus protein is a RNA-binding protein and has important functions in RNA metabolism (e.g. splicing, formation of stress granule, transport and local translation). Mutations in fus are found in familial forms of ALS, and inclusions of the protein are present in patients with frontotemporal dementia, a syndrome that is connected to ALS (Ling et al., 2013).

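In vehicle-treated SOD1 mice of week 15, 13 of 28 genes of axon injury were higher than in WT and none lower, and 16 were higher when adjusted over the list alone, with a median of 1.00 on the log2 scale (camera, adjusted p = 8.29e-10; adjusted p = 0.0883 with an estimated correlation). The neuropeptide galanin (Gal) rose by 1.65 (SE 0.27, adjusted p = 0.000721 from limma), the tubulin Tubb6 by 2.00 (SE 0.38, adjusted p = 0.00248) and the tubulin-binding stathmin Stmn4 by 1.02. Sprr1a was at 7.23 ± 0.91 in SOD1 (SD, n = 7) and 2.86 ± 0.36 in WT (SD, n = 7), or 20.6-fold, and Atf3 at 6.62 ± 0.88 against 3.30 ± 0.50, or 9.99-fold. Of the 27 genes of the integrated stress response, 14 were higher and none lower, and 15 when adjusted over the list alone (camera, adjusted p = 1.36e-14; adjusted p = 0.00982 with an estimated correlation). Trib3, a pseudokinase induced by Ddit3, rose by 1.20 and Ddit3 by 1.90 (SE 0.20, adjusted p = 1.57e-06). Neither list had a different SOD1 effect at the 2 ages by camera (adjusted p = 0.786 for axon injury and 0.27 for the stress response). With the median of all probe sets per gene, the effect on the stress list was lower at week 15 (adjusted p = 0.0182). With an estimated correlation, on the brightest probe set per gene, it did not differ (adjusted p = 0.748). Both lists hold genes of the paper's Table 2 and are not independent evidence, and in the same mice 6 of 14 microglia markers were higher, with a mean of 1.03 over the 14 (SE over genes 0.21; camera, adjusted p = 2.77e-07; adjusted p = 0.13 with an estimated correlation).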

At the symptomatic disease stage, the most overexpressed genes were mainly associated with motoneuron stress response and support of axonal regeneration, similar to the presymptomatic disease stage (Table 2). 

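Gap43, a protein of growth cones, was at 7.98 ± 0.64 on the log2 scale in vehicle-treated SOD1 mice (SD, n = 7) and 4.82 ± 0.62 in WT mice of week 15 (SD, n = 7). The difference of 3.16 (SE 0.43, adjusted p = 7.68e-05 from limma) is 8.94-fold.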

Beside sprr1A and atf3, the growth associated protein 43 (gap43) shows increased expression (9-fold) which is involved in axonal regeneration after motoneuron injury (Chen et al., 2010; Grasselli et al., 2011). 

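Sox11 was at 8.29 ± 0.97 on the log2 scale in vehicle-treated SOD1 mice (SD, n = 7) and 5.71 ± 0.79 in WT (SD, n = 7) at the probe set of the paper's Table 2, 5.97-fold higher (2.58, SE 0.60, adjusted p = 0.0119 from limma). Other Sox11 probe sets gave 1.35 and 2.06, both called, and 3 more were not called.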

Interestingly, the transcription factor responsible for sprr1A expression in motoneurons, sox11, is strongly upregulated at this disease stage. 

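Kcnq5, a subunit of the slow M-type potassium current, fell from 7.71 ± 0.36 on the log2 scale in WT mice of week 15 (SD, n = 7) to 4.03 ± 1.18 in vehicle-treated SOD1 mice (SD, n = 7). The difference was -3.69 (SE 0.47, adjusted p = 2.73e-05 from limma), or 12.9-fold. Another Kcnq5 probe set gave -1.64 (adjusted p = 0.00666), and one more gave -0.49 and was not called. Of 21 measured potassium channel genes, 4 were lower and none higher, and 6 were lower and 1 higher when adjusted over the list alone (camera, adjusted p = 0.0204; adjusted p = 0.151 with an estimated correlation). The others that fell were the voltage-gated subunits Kcna6 (-1.11, SE 0.25, adjusted p = 0.0103) and Kcna1 (-0.72) and the channel partner Kcnab1 (-0.72). With the median of all probe sets per gene, the channel list did not pass (camera, adjusted p = 0.576). In the same mice general neuron markers shifted by a mean of -0.27 and microglia markers by 1.03. Whether the channel genes moved with these markers was not tested.

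**Figure D1:**
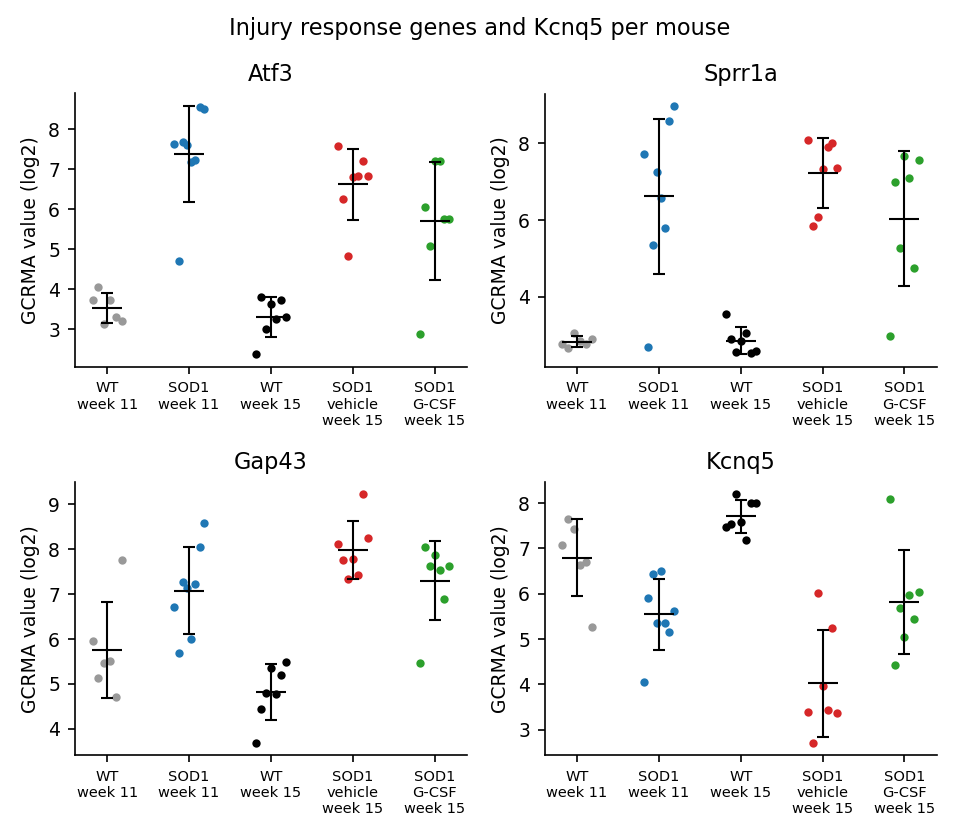
GCRMA values (log2) of Atf3, Sprr1a, Gap43 and Kcnq5 in each mouse of the 5 groups, with 1 dot per mouse, a horizontal bar at the group mean and a whisker of 1 SD. The vertical axes do not start at 0. Atf3 and Sprr1a are higher in SOD1 than in WT at both ages, while Gap43 is higher (7.98 against 4.82) and Kcnq5 lower (4.03 against 7.71) in vehicle-treated SOD1 mice of week 15.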

Potassium voltage-gated channel, subfamily Q, member 5 (kcnq5) was the most downregulated gene (downregulated 14-fold) at the symptomatic disease stage. Its function in motoneurons is not described, but should be related to the control of resting and release properties of synapses (Huang and Trussell, 2011). The expression of chondrolectin (chodl) was also strongly repressed in motoneurons of SOD1^G93A^ mice. 

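Chodl, a transmembrane lectin, was at 8.44 ± 0.65 on the log2 scale in vehicle-treated SOD1 mice (SD, n = 7) against 11.33 ± 0.19 in WT of week 15 (SD, n = 7), a difference of -2.89 (SE 0.33, adjusted p = 4.48e-06 from limma). At week 11 the difference was -1.11 (SE 0.33, adjusted p = 0.118), which did not pass the test. The change between the ages did, at -1.78. Of the 11 motoneuron markers, Mmp9 was lower at week 15 and none higher, also 2 lower when adjusted over the list alone (camera, adjusted p = 0.125). The 8 interneuron markers shifted up by 0.67 at the median (camera, adjusted p = 0.00148; adjusted p = 0.151 with an estimated correlation), with Npy called and 4 higher when adjusted over the list alone.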

Interestingly, this protein promotes motor axon growth and growth cone interactions, and its downregulation is associated with motoneuron degeneration in an animal model of spinal muscular atrophy (Zhong et al., 2012; Sleigh et al., 2014). 

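Of the transcripts changed in SOD1 mice at week 11 and in vehicle-treated SOD1 mice at week 15, 45 were changed in the same direction at both ages, 38 higher and 7 lower (limma). Independent lists of these sizes would share 6.07 higher and 2.48 lower transcripts, and the comparisons have no mice in common. A further 12 transcripts were changed at both ages in opposite directions. Among the 38 were Phgdh, Atf3, Sprr1a, Ddit3, Lgals3 and Nupr1, a small chromatin protein of the stress response (2.18 at week 11 and 1.63 at week 15 on the log2 scale). Among the 7 were Ighm (-1.54 and -2.92), Ldoc1 (-1.33 and -2.18), Siah1a (-1.28 and -1.47) and Dnah2 (-1.36 and -1.34). Across all 31352 transcripts, the SOD1 effects of week 11 and week 15 were uncorrelated (Pearson's r = -0.0249). Transcripts are not independent replicates, so no p is given. With the flow chart's fold change of 1.2 and Tukey's comparison, the number was 88, and it was 20 without WT mouse 5 of week 11.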

As shown in Supplementary Table 1, 83 transcripts were commonly deregulated at both asymptomatic and symptomatic disease stages. We noted deregulation at the two disease stages for several growth factors (FGF21, VGF, TGFa), and genes related to DNA/RNA metabolism (wars, eef1a1, eif4e).

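Fgf21, a metabolic hormone of the FGF family, rose at both ages. It was at 5.57 ± 0.96 on the log2 scale in SOD1 (SD, n = 8) and 2.97 ± 0.15 in WT (SD, n = 6) at week 11, or 6.09-fold (2.61, SE 0.36, adjusted p = 7.38e-05 from limma), and 1.42 higher in vehicle-treated SOD1 mice at week 15 (SE 0.35, adjusted p = 0.0186). Vgf, a neuropeptide precursor, rose by 0.92 at week 11 (SE 0.24, adjusted p = 0.0628) and by 0.85 at week 15 (SE 0.24, adjusted p = 0.0378). The week 11 call was kept in 28 of 35 fits that each left out 1 mouse, and ended, for example, without WT mouse 4 (0.85). Tgfa, a ligand of the EGF receptor, rose by 0.61 at week 15 (SE 0.15, adjusted p = 0.0208). Its 0.47 at week 11 did not pass (adjusted p = 0.171). Without vehicle-treated mouse 3, the week 15 difference was 0.47 and the call ended. Wars, the tryptophan tRNA ligase, rose by 1.08 at week 11 (SE 0.18, adjusted p = 0.00101). At week 15 its difference of 0.53 (adjusted p = 0.0791) was 1.44-fold, short of the fold change asked for. Eef1a1, an elongation factor of translation, rose by 1.05 at week 11 (SE 0.27, adjusted p = 0.0538) and 0.79 at week 15 (SE 0.26, adjusted p = 0.0832). The cap-binding protein Eif4e rose by 1.08 at week 15 (SE 0.18, adjusted p = 0.000836), while its 0.59 at week 11 did not pass (adjusted p = 0.146). The 3 other Eif4e probe sets, all brighter, gave 0.10, -0.88 and 0.11 at week 15, and 2 others of Tgfa gave 0.34 and 0.43, none of them called by limma.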

### G-CSF partially restores the motoneuron transcriptional signature in SOD1^G93A^ mice

In order to better understand the effects of G-CSF in the SOD1^G93A^ mice, we have monitored transcriptional changes in motoneurons at a symptomatic disease stage upon a 4 weeks treatment (from week 11 to week 15). 

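Over all 35 arrays, 735 of the 31352 filtered transcripts had an SD above 1.2 on the log2 scale. The number was 653 when the G-CSF arrays were left out of the SD.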

We performed a discriminant analysis with transcripts showing a standard deviation greater than 1.2 across all samples (734 transcripts).

As shown in a canonical plot, control groups are close to each other and SOD1^G93A^ mice are distant from non-transgenic animals (Figure 2A). 

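The WT groups of both ages were told apart by many transcripts. WT mice of week 15 differed from WT mice of week 11 in 1743 transcripts of 1335 genes, 1033 higher and 710 lower (limma). Nedd4, a ubiquitin ligase, was at 10.06 ± 0.36 (SD, n = 7) at week 15 and 6.18 ± 1.16 (SD, n = 6) at week 11, and Hnrnpab, an RNA-binding protein, at 8.83 ± 0.25 against 5.25 ± 0.42 (difference 3.58, SE 0.21, adjusted p = 2.37e-13). Slc7a14 (3.74), the neurotrophin receptor Ntrk3, the peroxisomal carrier Abcd2 (3.40), the RNA helicase Ddx6 (3.31), Pggt1b (3.19), the transcription factor Nfia (3.16), the non-coding RNA Norad (3.10) and Etnk1 (3.09) were higher too. Gad1, which makes GABA, was lower at week 15 (adjusted p = 0.0274), as were Snhg1 (-1.95), Papola (-1.90), the neuropeptide Vip (-1.84), Iars (-1.84), Prelid1 (-1.84), Egfl6 (-1.81), Gin1 (-1.81), Rad1 (-1.79) and Ctss (-1.78). Of the 1743, 59.3% were higher, and 49.8% when the arrays were centred on their median. With the 18S probe set as a covariate, an alternative chosen after seeing the data, 36 transcripts passed, and Ddx6 (-0.58) and Snhg1 (0.18) changed sign. As the 18S values of the weeks do not overlap (lowest 12.27 at week 15, highest 11.22 at week 11), this fit takes out most of the difference between the weeks by design and decides nothing about its cause.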

The SOD1 mice treated with G-CSF (green dots in Figure 2) tended to have a transcriptomic signature different from the sympatomatic SOD1 mice (red dots in Figure 2), that was closer to non-symptomatic mice. This observation was further confirmed by class prediction using a non-parametric k-Nearest Neighbors algorithm, used to predict the class of unknown samples. 

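Each mouse of week 15 was placed on the line from the WT mean (position 0) to the vehicle mean (position 1) over the 735 transcripts, with line and means computed without that mouse. WT mice lay at 0.10 ± 0.05 (SD, n = 7), vehicle-treated SOD1 mice at 0.77 ± 0.16 (SD, n = 7) and G-CSF-treated mice at 0.68 ± 0.27 (SD, n = 7). G-CSF-treated mice spread from 0.20 to 0.98. Of the 7, 1 lay below every vehicle-treated mouse and 7 lay above every WT mouse. The G-CSF group was -0.088 from the vehicle group, a difference within the spread between mice (exact permutation test over all assignments of the 14 mice, two-sided p = 0.527).

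**Figure D2:**
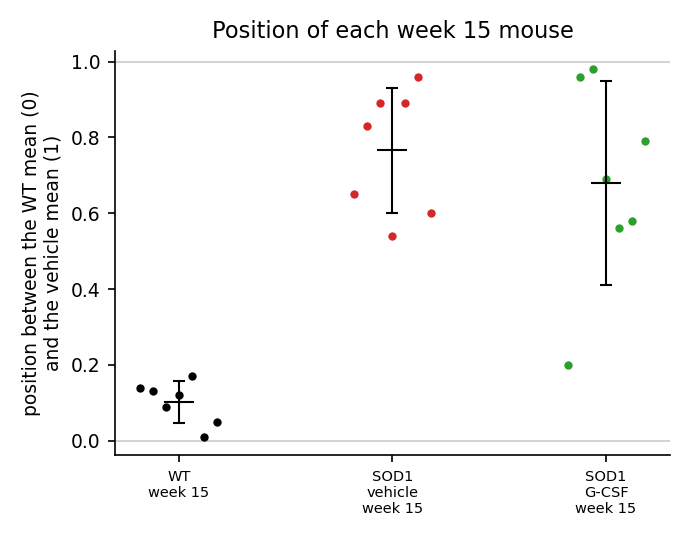
Position of each mouse of week 15 between the WT mean (0) and the vehicle mean (1) over the transcripts with an SD over 1.2, with 1 dot per mouse, the group mean and a whisker of 1 SD. G-CSF-treated mice range from 0.20 to 0.98 and overlap the vehicle-treated mice (0.54 to 0.96).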

The algorithm was built with the signatures of all samples with the exclusion of mice treated with G-CSF. There were 4 defined classes: wild type 11 weeks, SOD-1^G93A^ 11 weeks (presymptomatic), wild type 15 weeks and SOD-1^G93A^ mice 15 weeks (symptomatic). SOD-1^G93A^ mice treated with G-CSF were considered as unknown and the algorithm sorted them into the defined classes based on their transcriptome signature. The mean percent of correct classification reached 96% of efficacy for the defined classes, with a sensitivity above 0.875 and a specificity of 0.955.

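The 28 mice without G-CSF were classified, each left out in turn, by their 3 nearest neighbours (Euclidean distance) over the transcripts with an SD above 1.2. The class was right for 24 of 28 mice (85.7%), with a lowest sensitivity of 0.571 and a lowest specificity of 0.857 over the classes. The lowest sensitivity was that of vehicle-treated SOD1 mice of week 15, of which 4 were assigned to their own class and 3 to WT of week 15. With 3 neighbours, no mouse was assigned to the other week. The number of neighbours is not named in the methods, and the share was 67.9% with 1 neighbour, with 2 mice in the other week, 64.3% over all filtered transcripts and 96.4% by the nearest group mean.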

**Figure 2:**
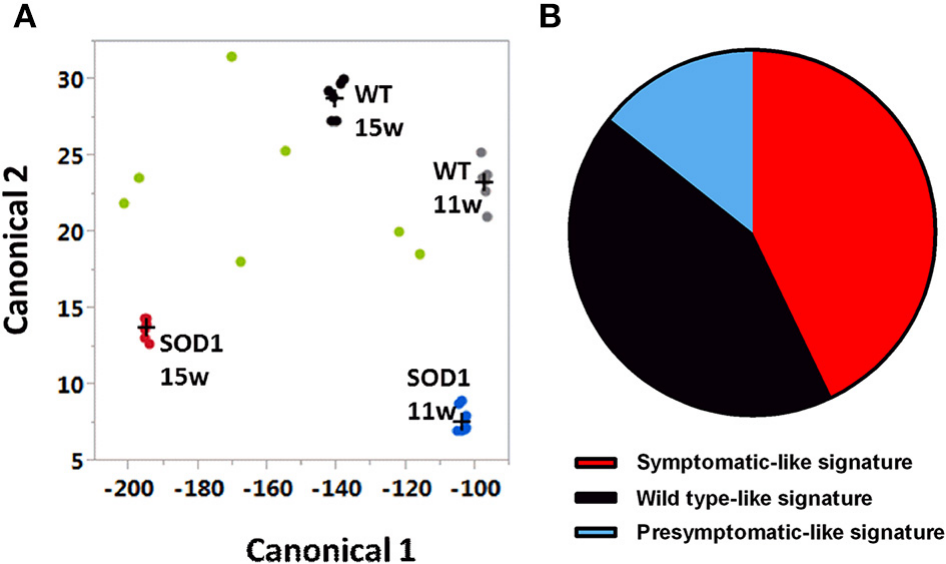
**Canonical plot shows dispersion of treated animals off the non-treated groups**. Multivariate analyses have been conducted with genes having a standard deviation greater than 1.2 (734 transcripts). **(A)** Canonical plot shows that symptomatic SOD-1 mice (red dots) are distant from other groups, including asymptomatic SOD1 mice (blue dots) and when considered as unknown, SOD-1 mice treated with G-CSF (green dots) show a strong dispersion and tend to be close to wild types at 11 weeks (gray dots) or 15 weeks of age (black dots). **(B)** After G-CSF treatment, discriminant analysis classified only three samples of SOD1 motorneurons as symptomatic motor neurons. One sample was considered has presymptomatic and three as wild type motor neurons.

The group treated with G-CSF was composed by seven SOD-1^G93A^ mice. Three out of seven were sorted as symptomatic SOD-1^G93A^, one as asymptomatic SOD-1^G93A^ 11 weeks, and three as wild type 15 weeks (Figure 2B). These data suggest that G-CSF can modulate the gene expression in motoneurons of 15 weeks old SOD-1^G93A^ mice and can prevent disease-related changes to approach the transcriptomic signature of healthy mice or asymptomatic SOD1^G93A^ animals.

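With 3 neighbours, 2 of the 7 G-CSF-treated mice were assigned to SOD1 of week 15, 2 to SOD1 of week 11 and 3 to WT of week 15. With 1 neighbour the numbers were 3, 1 and 3, and by the nearest group mean 6 mice went to SOD1 of week 15 and 1 to WT of week 15. Of the 7 left-out vehicle-treated mice, 4 were assigned to SOD1 of week 15, 3 to WT of week 15 and none to SOD1 of week 11. These numbers depend on the setting, since by the nearest group mean all 7 vehicle-treated mice went to SOD1 of week 15 and with 1 neighbour 2 did, while over all filtered transcripts all 7 vehicle-treated and 5 of the 7 G-CSF-treated mice went to WT of week 15.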

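G-CSF-treated SOD1 mice still differed from WT mice of week 15 in 353 transcripts, 109 higher and 244 lower (limma). Of 27 genes of the integrated stress response, 9 were higher, 13 when adjusted over the list alone (camera, adjusted p = 2.4e-17; adjusted p = 0.0035 with an estimated correlation). Ddit3 remained 1.74 higher (SE 0.20, adjusted p = 1.33e-05) and Phgdh 2.65. Of 28 axon injury genes, 4 were higher, 13 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 8.07e-07; adjusted p = 0.0882 with an estimated correlation), among them Gap43 (2.48, SE 0.43, adjusted p = 0.00393), Sprr1a (3.18) and Atf3 (2.41). The microglia list was higher too, with Ctss (2.07) and Tyrobp (2.26) called and 5 higher when adjusted over the list alone (camera, adjusted p = 8.27e-07; adjusted p = 0.0882 with an estimated correlation). Both of these and the stress list hold genes of the paper's tables and are not independent evidence. In the same mice, interneuron markers were higher at the median by 0.76 (1 of 8 called, Slc32a1; camera, adjusted p = 7.1e-05; adjusted p = 0.087 with an estimated correlation). Lists of motoneuron markers (1 of 11 lower, Mmp9; camera, adjusted p = 0.00488), general neuron markers (1 of 11 lower; 0.00603) and oligodendrocyte markers (0.0412) shifted down (adjusted p = 0.087, 0.266 and 0.332 with an estimated correlation). Cholesterol synthesis was lower in 3 of 19 genes, Hsd17b7, Sqle and Hmgcs1, and in 5 when adjusted over the list alone (camera, adjusted p = 4.58e-06; adjusted p = 0.087 with an estimated correlation). Other large differences among those higher were Lgals3 (2.94), Gfap (2.78), C1qb (2.61), Ly86 (2.61) and Nupr1 (2.21). The C1qb value is from another probe set than its rise of 1.58 with vehicle. At the probe set of that rise, C1qb was at 4.87 in WT, 6.45 with vehicle and 6.27 with G-CSF. Among those lower were Ighm (-2.95), Rnf182 (-2.53), Grasp (-2.48), Usp46 (-2.41), Itm2a (-2.38), A930009L07Rik (-2.35), Map1b (-2.29), Pcdh11x (-2.25), Cpsf2 (-2.25) and Rps6ka6 (-2.24). Of the 353, 30.9% were higher, and 47% of those called after another quantile normalization. Tukey's comparison gave 774, and leaving out G-CSF-treated mouse 7 gave 211 and mouse 1 gave 763. As the treated mice tended to lie nearer to mice without symptoms in the canonical plot, and from their predicted classes (Figure 2), the paper proposes that G-CSF can modulate gene expression in motoneurons and can prevent disease-related changes.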

### Genes regulated by G-CSF in motoneurons of SOD1^G93A^ mice

Next, we focused on the identity of differentially expressed genes in motoneurons after G-CSF treatment. G-CSF had an effect on the regulation of 463 transcripts in total, and was able to adjust the expression of 187 transcripts that were either up- or downregulated in SOD1^G93A^ mice compared to controls (Tables 3, 4, Figure 3).

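Against vehicle, 12 transcripts passed the test in G-CSF-treated SOD1 mice, 8 lower and 4 higher (limma), and 7 of them had been changed in the opposite direction in vehicle-treated mice against WT. Lower with G-CSF were Cnot10, Npy, Phex, a membrane peptidase of phosphate balance (-2.11, SE 0.40, adjusted p = 0.0555), Uri1 (-2.49, SE 0.43, adjusted p = 0.0214), Smim38 (-1.49), the methionine salvage enzyme Mtap (-1.46), the calcium-binding copine Cpne3 (-0.96) and 1 transcript with no gene name. Higher were the prostaglandin receptor Ptger4 (1.99, SE 0.40, adjusted p = 0.0742), the nicotinic receptor subunit Chrnb2 (1.59), the acyl-CoA thioesterase Acot11 (1.25) and the vesicle traffic protein Ccz1 (0.83, SE 0.15, adjusted p = 0.0433). The 7 moved opposite to the SOD1 effect were Npy, Phex, Cpne3, Cnot10, Smim38, Ccz1 and the transcript with no gene name. Vehicle-treated mice stand in both comparisons with opposite sign. Of 100 splits of the vehicle-treated and G-CSF-treated mice, the real one included, 38 called as many transcripts and 24 as many opposite. An unadjusted p under 0.05 was reached by 2602 transcripts, against 1568 expected by chance. With Tukey's comparison over the 5 groups, which adjusts the overall test and not each comparison across transcripts, G-CSF changed 353 transcripts, of which 138 moved opposite to the SOD1 effect, and with the flow chart's fold change of 1.2 the numbers were 479 and 195. A limma fit on the vehicle and G-CSF groups alone called 0 transcripts and so 0 moved opposite, and fits without 1 mouse called between 4 (G-CSF-treated mouse 5) and 48 (vehicle-treated mouse 4). From its class prediction, the transcripts moved back by G-CSF and the quantitative PCR (Figures 2 to 4, Tables 3, 4), the paper concludes that G-CSF promotes changes in motoneurons of symptomatic mice and can correct many of the disease-related ones.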

**Table 3:** **List of the main transcripts whose expression is downregulated by G-CSF treatment in SOD1^G93A^ mice at 15 week of age**.

**Probe set ID**	**Gene symbol**	***p*-value**	**WT**	**SOD1**	**SOD1 G-CSF**	**FC WTvsSOD1**	**FC WT vs. SOD1-GCSF**
1421979_at	Phex	0.000	1.994	4.091	1.983	4.279	0.992
1421316_at	Lce1g	0.001	2.505	4.563	2.415	4.167	0.940
1419127_at	Npy	0.000	4.025	6.074	4.075	4.138	1.035
1456084_x_at	Fmod	0.000	2.536	4.400	2.752	3.640	1.161
1437720_at	Eif2d	0.000	4.914	6.458	5.661	2.916	1.679
1438856_x_at	Serpinb5	0.018	2.880	4.356	2.842	2.781	0.974
1441836_x_at	Gtsf1	0.003	2.524	3.958	2.718	2.703	1.144
1444780_at	Nav2	0.001	3.251	4.684	3.440	2.700	1.140
1418778_at	Ccdc109b	0.001	3.279	4.642	3.071	2.571	0.865
1437775_at	Dlst	0.003	4.229	5.570	4.142	2.532	0.941
1448048_at	Nmrk1	0.006	2.889	4.219	2.927	2.515	1.027
1458056_at	Srek1	0.003	2.954	4.280	3.260	2.507	1.236
1454557_at	6720454L07Rik	0.000	3.338	4.651	3.503	2.485	1.122
1417491_at	Ctsb	0.000	6.668	7.909	7.128	2.364	1.376
1436242_a_at	Cklf	0.019	6.877	8.107	6.819	2.346	0.961
1458335_x_at	Urm1	0.000	6.757	7.911	7.240	2.225	1.398
1428514_at	Cpne3	0.000	2.936	4.085	3.124	2.218	1.139
1456816_at	Zmiz1	0.001	3.413	4.530	3.732	2.170	1.248
1433733_a_at	Cry1	0.001	2.270	3.378	2.549	2.155	1.213
1418467_at	Smarcd3	0.000	4.533	5.617	5.038	2.121	1.419
1429688_at	Arntl2	0.014	2.893	3.971	2.846	2.111	0.968
1460578_at	Fgd5	0.000	3.593	4.669	3.192	2.108	0.757
1457147_at	Etl4	0.001	3.500	4.570	3.118	2.099	0.767
1437822_at	Yme1l1	0.004	3.426	4.485	3.395	2.084	0.979
1458669_at	Agpat5	0.003	3.253	4.304	3.132	2.073	0.919
1443883_at	Sys1	0.000	4.305	5.316	4.112	2.015	0.875
1433882_at	Cnot10	0.000	5.577	6.566	5.363	1.985	0.862
1437718_x_at	Fmod	0.000	2.890	3.862	2.837	1.961	0.964
1440398_at		0.001	2.641	3.608	2.866	1.954	1.169
1445861_at	Usp25	0.014	3.428	4.393	3.399	1.952	0.980
1443242_at	D5Ertd121e	0.005	2.186	3.150	2.205	1.950	1.013

**Table 4:** **List of the main transcripts whose expression is upregulated by G-CSF treatment in SOD1^G93A^ mice at 15 week of age**.

**Probe set ID**	**Gene symbol**	***p*-value**	**WT**	**SOD1**	**SOD1 G-CSF**	**FC WTvsSOD1**	**FC WT vs. SOD1-GCSF**
1457587_at	Kcnq5	0.000	7.713	4.026	5.814	0.078	0.268
1455102_at	Larp4	0.000	6.999	4.642	6.371	0.195	0.647
1455381_at	Marf1	0.002	7.906	5.585	7.319	0.200	0.666
1449861_at	Nek4	0.001	5.754	3.478	5.055	0.207	0.616
1460440_at	Lphn3	0.000	6.848	4.670	6.104	0.221	0.597
1419555_at	Elf5	0.000	5.646	3.526	5.185	0.230	0.727
1455960_at	Megf9	0.000	6.959	4.882	6.446	0.237	0.701
1429475_at	Ubash3b	0.001	6.351	4.279	5.680	0.238	0.628
1420388_at	Prss12	0.000	7.504	5.467	6.385	0.244	0.461
1449348_at	Mpp6	0.000	8.104	6.114	7.248	0.252	0.552
1438435_at	Acer3	0.001	4.492	2.529	4.626	0.257	1.098
1429107_at	Ubr3	0.001	6.415	4.532	5.996	0.271	0.748
1451217_a_at	Immp1l	0.000	6.378	4.530	6.677	0.278	1.230
1419357_at	Isy1	0.000	5.599	3.778	5.114	0.283	0.715
1423597_at	Atp8a1	0.000	8.998	7.187	8.151	0.285	0.556
1418973_at	Blzf1	0.000	6.188	4.426	5.637	0.295	0.683
1454937_at	B630005N14Rik	0.000	6.420	4.661	5.956	0.295	0.725
1435224_at	Crebbp	0.015	7.833	6.076	7.621	0.296	0.863
1455728_at	Pten	0.001	5.930	4.204	5.737	0.302	0.875
1416468_at	Aldh1a1	0.000	8.034	6.314	7.206	0.304	0.563
1425493_at	Bmpr1a	0.000	4.559	2.907	4.253	0.318	0.809
1417564_at	Med7	0.000	7.151	5.551	6.891	0.330	0.835
1423298_at	Add3	0.000	7.243	5.681	6.749	0.339	0.710
1421904_at	Tgs1	0.001	8.757	7.283	8.236	0.360	0.697
1416655_at	C1galt1c1	0.001	9.662	8.190	9.617	0.360	0.969
1460409_at	Cpt1a	0.000	8.140	6.686	7.440	0.365	0.616
1451308_at	Elovl4	0.000	6.986	5.539	6.436	0.367	0.683
1423490_at	Fbxo3	0.000	8.932	7.495	8.538	0.369	0.761
1455807_at	Tspyl5	0.001	7.369	5.965	6.909	0.378	0.727

**Figure 3:**
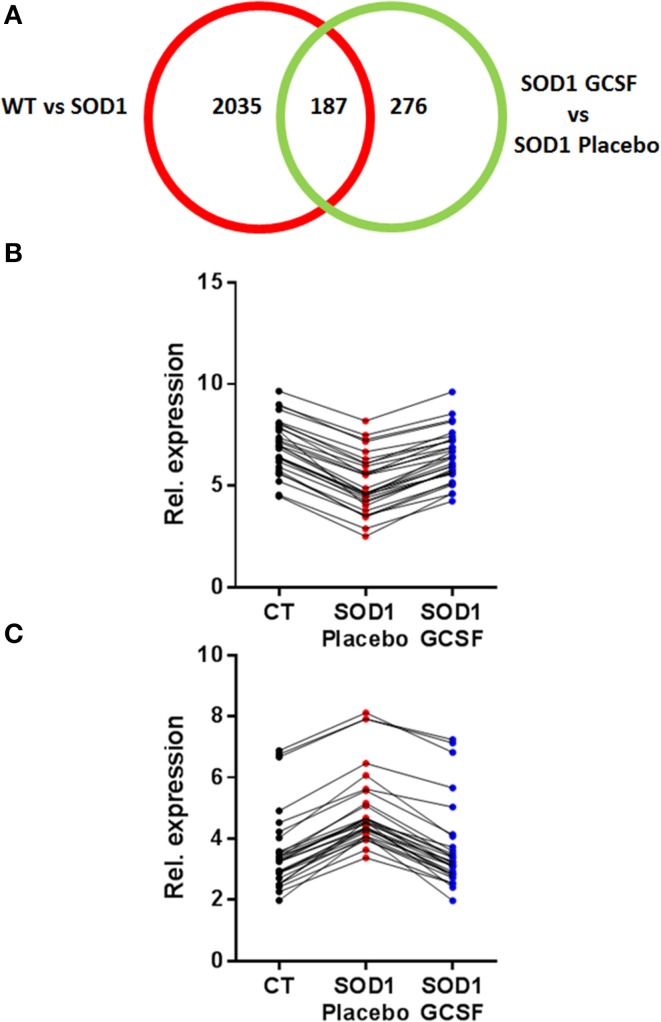
**G-CSF treatment modulates transgene-related gene expression changes. (A)** Chart showing the number of differentially regulated genes after G-CSF treatment in the motoneurons of SOD1 mice. **(B–C)** Given is the relative expression of the 30 most significantly modified transcripts re-adjusted by G-CSF treatment and previously found downregulated **(B)** or upregulated **(C)** in symptomatic SOD1 mice.

Two of the most downregulated transcripts in SOD1^G93A^ mice, kcnq5 and larp4, had their expression enhanced by a factor 3 upon G-CSF treatment as compared to placebo group. 

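Kcnq5 was at 5.81 ± 1.15 on the log2 scale in G-CSF-treated mice (SD, n = 7), 3.45-fold above vehicle (1.79, SE 0.47), and Larp4 at 6.37 ± 0.94 against 4.64 ± 1.82 with vehicle (SD, n = 7), 3.32-fold above (1.73, SE 0.50). Neither difference passed the adjusted test (adjusted p = 0.23 and 0.287 from limma), while Tukey's comparison called both. Kcnq5 stayed 1.90 below WT in the G-CSF group (adjusted p = 0.0463). Larp4, a protein that binds poly(A) tails, was at 7.00 ± 0.40 in WT, and its fall with vehicle passed (-2.36, SE 0.50, adjusted p = 0.00609). Other probe sets of the genes gave 0.29 and -0.05 for Kcnq5 and 0.70 and -0.82 for Larp4 between G-CSF and vehicle, and -1.08, which was called, and -0.30 for the fall of Larp4. Without vehicle-treated mouse 3, the Kcnq5 difference was 2.12 and was called. Among the 21 potassium channel genes, 2 were higher with G-CSF when adjusted over the list alone, and the list did not shift (camera, adjusted p = 0.879).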

Larp4 has no known specific functions in neurons but is known to regulates mRNA stability (Yang et al., 2011). G-CSF prevented the upregulation of NPY, a well-known neuropeptide involved in energetic metabolism and food intake but also expressed by neurons in response to stress such as spinal cord inflammation (Taylor et al., 2014). 

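Npy was at 4.03 ± 0.21 on the log2 scale in WT mice of week 15 (SD, n = 7), 6.07 ± 1.37 with vehicle (SD, n = 7) and 4.08 ± 0.48 with G-CSF (SD, n = 7). It rose by 2.05 with vehicle against WT (SE 0.35, adjusted p = 0.000949 from limma) and was lower with G-CSF than with vehicle (adjusted p = 0.0247), with 5 of 7 treated mice below every vehicle-treated mouse. Fitted on the vehicle and G-CSF groups alone, the G-CSF difference was no longer called. Npy is also a marker of inhibitory interneurons, and the interneuron list did not shift with G-CSF, with 1 of 8 called, Npy itself (camera, adjusted p = 0.937).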

Upregulation of cklf, a cytokine with lymphocyte chemoattractive properties, was also inhibited by treatment (Han et al., 2001). 

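Cklf was at 6.88 ± 0.54 on the log2 scale in WT mice of week 15 (SD, n = 7), 8.11 ± 0.52 with vehicle (SD, n = 7) and 6.82 ± 1.29 with G-CSF (SD, n = 7). The rise with vehicle of 1.23 (SE 0.39) passed the test (adjusted p = 0.0684 from limma), though not without WT mouse 2 (1.07) or without any 1 of vehicle-treated mice 2 and 6 and WT mice 3 and 6. The difference of -1.29 with G-CSF (SE 0.39) did not pass (adjusted p = 0.341). None of 6 other Cklf probe sets was called.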

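Cpt1a, which carries long fatty acids into mitochondria, was at 8.14 ± 0.31 on the log2 scale in WT mice of week 15 (SD, n = 7), 6.69 ± 0.48 with vehicle and 7.44 ± 0.60 with G-CSF (SD, n = 7 each). Elovl4, an elongase of very long fatty acids, was at 6.99 ± 0.29, 5.54 ± 0.61 and 6.44 ± 0.27. Both fell with vehicle against WT, Cpt1a by 1.45 (SE 0.26, adjusted p = 0.00111 from limma) and Elovl4 by 1.45 (SE 0.23, adjusted p = 0.000594). The differences of 0.75 (SE 0.26, adjusted p = 0.385) and 0.90 (SE 0.23, adjusted p = 0.23) between G-CSF and vehicle did not pass. Other Cpt1a probe sets gave -0.10 and 0.02 for the fall with vehicle, and another of Elovl4 gave -1.73. Among genes of fatty acid oxidation, Eci1 (-1.11, SE 0.26, adjusted p = 0.0119), Cpt1c (-1.05) and Acsl3 (-0.85) fell with vehicle, 6 when adjusted over the list alone, and the list did not pass by camera (adjusted p = 0.0783) but was lower with the median of all probe sets per gene (adjusted p = 0.00333) and by fry (0.00677). Elovl4 and the malic enzyme Me1 (-0.89) fell in the fatty acid synthesis list, which had adjusted p = 0.13 by camera and 0.015 by fry. With an estimated correlation neither list passed (adjusted p = 0.253 for oxidation and 0.303 for synthesis). With G-CSF, no gene of oxidation was called by limma over all transcripts, 2 were higher when adjusted over the list alone, and the list did not shift (camera, adjusted p = 0.537).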

Interestingly, Cpt1a and elovl4, two transcripts directly associated with lipid metabolism, were downregulated in SOD1^G93A^ motoneurons, and upregulated by G-CSF. Cpt1a controls the entrance of fatty acids into mitochondria and is therefore the rate limiting enzyme for fatty acid oxidation, and Elovl4 elongates long fatty acids without distinction on their saturation levels, suggesting that G-CSF could enhance the processing of fatty acids in spinal cord. Additionally, G-CSF modulated the expression of 251 previously unaltered transcripts. 

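Of the 12 transcripts changed by G-CSF, 5 had not been called in vehicle-treated SOD1 mice against WT (limma). They were Uri1, Mtap, Ptger4, Chrnb2 and Acot11, whose differences between vehicle and WT were 0.83, 0.64, -1.11, -0.52 and -0.61 on the log2 scale. With Tukey's comparison, 215 transcripts fell into this class, and 284 at a fold change of 1.2. Of 35 fits that each left out 1 mouse, the G-CSF call was kept in 35 for Uri1, 28 for Ptger4, 14 for Chrnb2, 9 for Acot11 and 5 for Mtap, and a fit on the vehicle and G-CSF groups alone kept none.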

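Of the gene lists, 4 shifted with G-CSF against vehicle. Circadian clock genes were lower as a group, with 17 measured, none called over all transcripts by limma, 1 lower when adjusted over the list alone and a median of -0.32 on the log2 scale (camera, adjusted p = 0.0048; adjusted p = 0.018 with an estimated correlation). The clock repressor Cry1 was 0.83 below vehicle (log2 difference -0.83, SE 0.24, adjusted p = 0.284), Per2 -0.71, Dbp -0.70 and Hlf -0.56. Cry1 had risen by 1.11 with vehicle against WT (SE 0.24, adjusted p = 0.00709), the 1 clock gene called there. In that comparison the clock list did not pass by camera (adjusted p = 0.0552, and 0.151 with an estimated correlation). It was higher with the median of all probe sets per gene (adjusted p = 0.0294) and by fry (0.00393). The methods and sample labels give no time of day at which tissue was taken. Whether that time differed between the groups could therefore not be tested. Cry1 and Arntl2 stand in the paper's Table 3, which had been read when the list was written, so the clock list is not independent evidence, nor are the axon injury and astrocyte lists, which hold genes of the paper's tables as well. Axon injury genes shifted down by 0.27 at the median, in log2 terms -0.27, with 1 called, Npy (camera, adjusted p = 0.00816; adjusted p = 0.985 with an estimated correlation). The 45 genes of oxidative phosphorylation shifted up by 0.12 (camera, adjusted p = 0.041; adjusted p = 0.985 with an estimated correlation) and the 12 astrocyte markers down, at -0.32 (camera, adjusted p = 0.041; adjusted p = 0.985 with an estimated correlation), with 1 astrocyte gene lower when adjusted over the list alone. Neither passed with the median of all probe sets per gene (adjusted p = 0.065 and 0.325). Lists of the integrated stress response (adjusted p = 0.537), microglia (0.48), G-CSF signalling (0.879) and neutrophils (0.937) did not shift.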

The effect of G-CSF was prominent on gene ontology biological functions deregulated in SOD1^G93A^ mice, including metabolic process, and response to stimulus (Supplementary Figure 2).

In order to assess the reliability of the analysis, we selected several genes for validation by quantitative real time PCR (qPCR). Those genes were selected because of their altered expression in SOD1^G93A^ mice at 15 weeks of age and by a significant effect of G-CSF on their regulation. An additional criterion was their potential role in the neurodegenerative process of ALS based on the literature. We chose to study the regulation of CNOT10, CTSB, Prss12 and BMPR1a. CNOT10 is a member of the CCR4-NOT complex that acts as a chaperon platform (Collart and Panasenko, 2012). The CCR4-NOT complex controls and promotes neuromuscular junction formation in drosophila (Pradhan et al., 2012). Prss12, also known as motopsin, is a protease specific to neurons and its expression is downregulated upon stress, such as axotomy, in motoneurons (Numajiri et al., 2009). Its regulation is therefore seen as a marker of denervation. We chose ctsb, as meta-analysis of transcriptomic studies in ALS have shown its expression systematically altered, both in human patients and SOD1^G93A^ mice (Saris et al., 2013). Ctsb codes for cathepsin B, a protein associated with neuroinflammation, motoneuron degeneration, and tissue destruction (Kikuchi et al., 2003). BMPR1a is a receptor serine/threonine kinase and regulates apoptosis and cell differentiation (Mishina et al., 2004). In the central nervous system, BMP signaling is required during formation of large-transmitting synapses (Xiao et al., 2013), build-up of neuromuscular junctions (Higashi-Kovtun et al., 2010) and is stimulated upon spinal cord and sciatic nerve injury (Tsujii et al., 2009; Sahni et al., 2010).

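On the arrays, Cnot10 and Ctsb were higher and Prss12 and Bmpr1a lower in vehicle-treated SOD1 mice than in WT mice of week 15. Ctsb was at 6.67 ± 0.47 on the log2 scale in WT, 7.91 ± 0.40 with vehicle and 7.13 ± 0.27 with G-CSF (SD, n = 7 each). It rose by 1.24 (SE 0.24, adjusted p = 0.00263 from limma), and the difference of -0.78 with G-CSF did not pass (SE 0.24, adjusted p = 0.343). Of the other Ctsb probe sets, none was called at week 15 by limma, with differences of 0.28, -0.14, 0.31 and -0.24. Prss12 was at 7.50 ± 0.63, 5.47 ± 0.76 and 6.39 ± 0.87. It fell by 2.04 (SE 0.34, adjusted p = 0.000706), and the 0.92 between G-CSF and vehicle did not pass (SE 0.34, adjusted p = 0.44). Bmpr1a was at 4.56 ± 0.33, 2.91 ± 0.38 and 4.25 ± 1.10. It fell by 1.65 (SE 0.36, adjusted p = 0.00852), and the 1.35 between G-CSF and vehicle did not pass (SE 0.36, adjusted p = 0.263). Another Bmpr1a probe set was called at -1.10, and 4 were not. The list of BMP signalling did not shift with vehicle (camera, adjusted p = 0.288) or with G-CSF (0.967). Tukey's comparison over the 5 groups called the G-CSF differences of Ctsb and Bmpr1a and not that of Prss12.

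**Figure D3:**
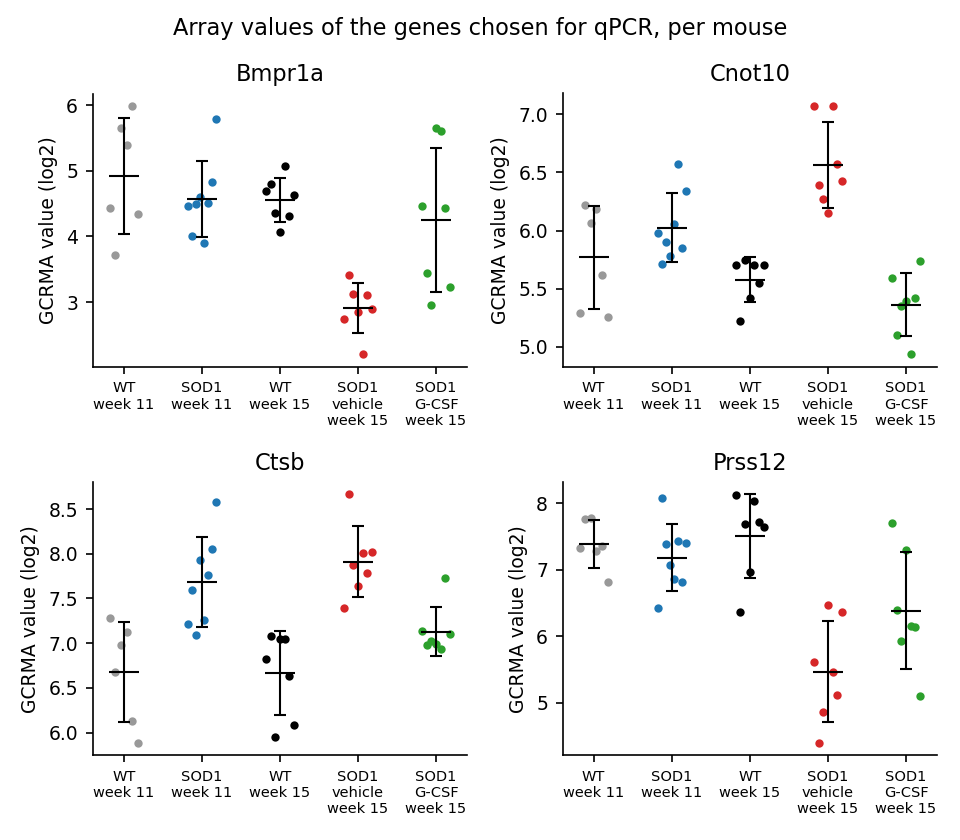
GCRMA values (log2) of Bmpr1a, Cnot10, Ctsb and Prss12 in each mouse of the 5 groups, with 1 dot per mouse, a horizontal bar at the group mean and a whisker of 1 SD. The vertical axes do not start at 0. Means with G-CSF lie between those of vehicle and WT for Bmpr1a (4.25), Ctsb (7.13) and Prss12 (6.39).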

Relative expressions for these transcripts were highly similar to the relative abundance derived from microarray analyses (Figure 4). In particular, upregulation of CNOT10 present in SOD1^G93A^ mice is completely reversed upon G-CSF treatment. 

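Cnot10, a subunit of the CCR4-NOT deadenylase complex, was at 5.58 ± 0.20 on the log2 scale in WT mice of week 15 (SD, n = 7), 6.57 ± 0.37 with vehicle and 5.36 ± 0.27 with G-CSF (SD, n = 7 each). It rose by 0.99 with vehicle (SE 0.18, adjusted p = 0.00132 from limma), and with G-CSF it was 1.20 lower than with vehicle (log2 difference -1.20, SE 0.18, adjusted p = 0.00256), with 7 of 7 treated mice below every vehicle-treated mouse. Other Cnot10 probe sets gave 0.20, 0.41 and 0.40 with vehicle and -0.40, -0.33 and -0.16 with G-CSF, none of them called by limma. No other gene of the CCR4-NOT list was called in either comparison, and the list did not shift (camera, adjusted p = 0.526 with vehicle and 0.937 with G-CSF). Fitted on the vehicle and G-CSF groups alone, the G-CSF difference of Cnot10 was not called.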

The regulation of bmpr1a showed a trend to the wild type value but this was not significant in the qPCR analysis.

**Figure 4:**
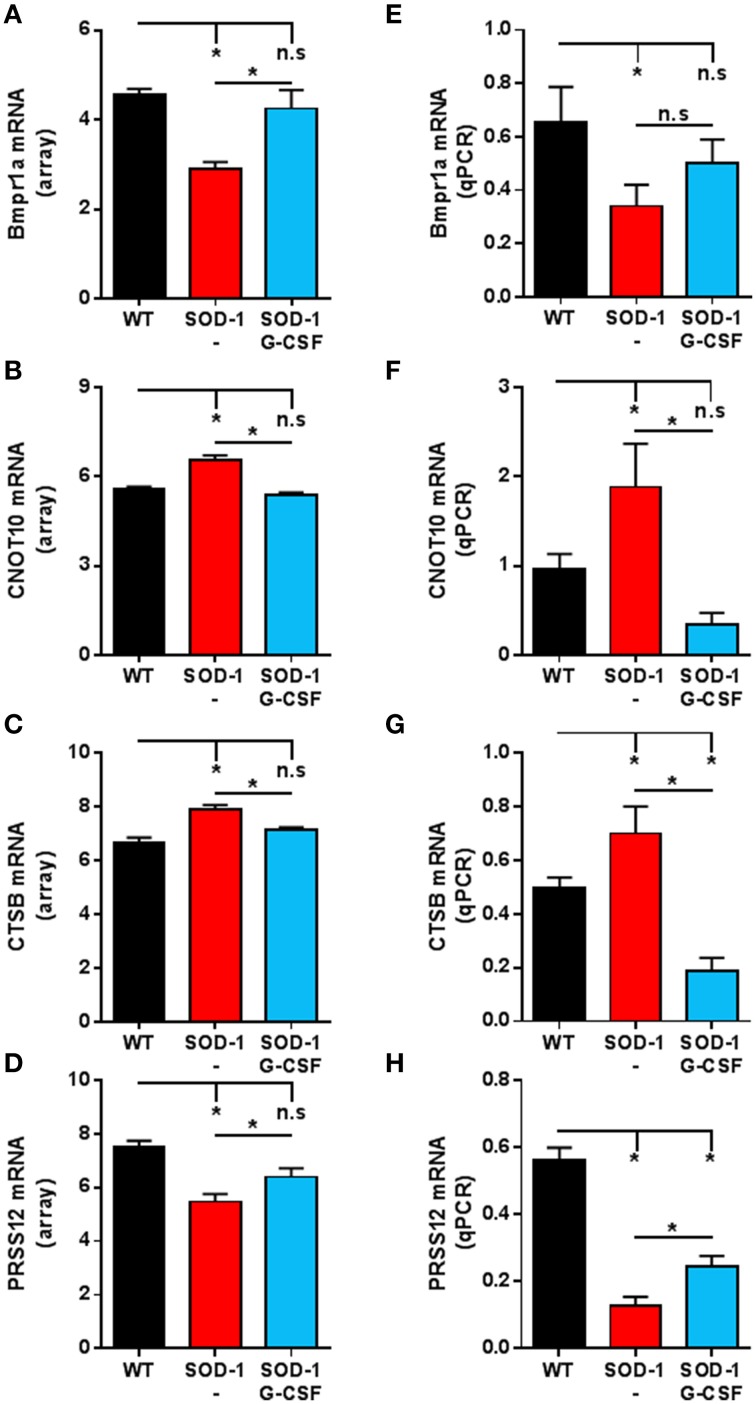
**Validation of the expression of selected transcripts by qPCR. (A–D)** Expression levels from microarray analyses of Bmpr1a **(A)**, CNOT10 **(B)**, CTSB **(C)** and PRSS12 **(D)** at the symptomatic disease stage. **(E–H)** Expression levels derived from quantitative PCR of Bmpr1a **(E)**, CNOT10 **(F)**, CTSB **(G)** and PRSS12 **(H)** at the symptomatic disease stage. Data are presented as mean ± standard variation of the mean. ^*^p < 0.05 (ANOVA, followed by multicomparison *t*-test).

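The differences between G-CSF and vehicle ran opposite to those between vehicle and WT for 69.1% of the 31352 transcripts, with a slope of -0.422 and r = -0.571 across transcripts, which are not independent replicates. Vehicle-treated mice stand in both comparisons with opposite sign, and 100 simulations of unchanged groups gave a mean of 66.9% opposite, a slope of -0.507 and r = -0.502. The covariance was -0.0942, against a mean of -0.0551 in the simulations, and lay within their range (-0.0979 to -0.00416). With the vehicle-treated mice split into 3 for one comparison and 4 for the other (70 splits), 53% of transcripts ran opposite, the slope was -0.0911 (range -0.223 to 0.025) and the covariance -0.025. Corrected for the shared mice, the covariance was -0.0248 (exact permutation test, two-sided p = 0.257). Among transcripts called in one part of the vehicle-treated mice, the median SOD1 effect was 0.603 in the other vehicle-treated mice and 0.495 in G-CSF-treated mice, both against WT. The median G-CSF difference along the SOD1 effect was -0.113 (range over splits -0.295 to 0.0323), with 61.8% of transcripts opposite. Npy and Cnot10 were called and ran opposite, while Ddit3, Phgdh and Ctss were not called between G-CSF and vehicle.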

Taken together, these data demonstrate that G-CSF promotes transcriptional changes in motoneurons in symptomatic SOD1^G93A^ mice and can correct the alterations of many disease related gene expression changes.

## Discussion

ALS is a fatal condition characterized by the constant death of motoneurons. Although the triggering factors for ALS remain unknown, the step that induces symptoms is the disruption of the motor units, with the dismantlement of neuromuscular junctions and motoneuron stress and death. The study of global changes in the transcriptome of specific cells in the motor axis is a promising approach to address the complexity of ALS (Henriques and Gonzalez De Aguilar, 2011).

### Transcriptomic changes of motoneurons from SOD1^G93A^ mice

Here, we studied the transcriptome of motoneurons of SOD1^G93A^ mice, at two disease stages and after a pharmacological treatment with G-CSF, a trophic factor with neuroprotective properties (Pitzer et al., 2008; Henriques et al., 2010a,b, 2011). Our aim was to characterize the transcriptomic reponse of motor neurons to a neuroprotective treatment based on G-CSF.

In 2005, a first study was published describing the transcriptome of laser microdissected motoneurons of SOD1^G93A^ mice at three different disease stages (Perrin et al., 2005). The conclusion of the authors was that few changes occurred at presymptomatic (28 deregulated transcripts) and early symptomatic (148 deregulated transcripts) stages, and that symptomatic stages were characterized by few expression changes in cell-death-associated genes. They found deregulation of related to energetic metabolism, cell growth and/or maintenance (Perrin et al., 2005). Many of these genes also showed an altered expression in our study. In 2007, another group published data on the transcriptome of dissected motoneurons from SOD1^G93A^ mice, and reported dysregulations on genes related to transcription and nuclear proteins, protein synthesis, metabolism and cell cycle/growth (Ferraiuolo et al., 2007). Both studies identified lower deregulation events than our study. This difference can most likely be explained by higher statistical power in our study as both studies used fewer animals (*n* = 3/group) than our study (at least n = 6 per group). Higher degree of contaminating RNA from motoneuron-surrounding cells could also account for the differences between studies.

Based on our results, the transcriptome of isolated motoneurons of SOD1^G93A^ mice is characterized by the deregulation of genes, starting at presymptomatic disease stages, related to response to stress, to regulation of transcription and to metabolic processes.

Response to stress is stimulated early on, at presymptomatic disease stage. Trophic signaling seems also to be stimulated, with the upregulation of the trophic factors such as fgf21 and vgf at presymptomatic and symptomatic disease stages. FGF21 belongs to the fibroblast growth factor family, known to counteract motoneuron death after axotomy-induced apoptosis (Cuevas et al., 1995), but also shown to regulate activation of astrocytes in animal models of ALS (Cassina et al., 2005). Additionally, motoneurons of SOD1^G93A^ show an upregulation of transcription factors related to stress response, that are also closely connected to trophic factors, such as ATF3 (Averill et al., 2004).

During laser-microdissection of motoneurons, small amount of astrocyte RNA may have been captured. Although this contamination is minimal in our study, genes that are expressed at low abundance in motoneurons but at high levels in glial cells could be detected as differentially regulated, provided that the difference between two groups is very strong. An indication for that could be the detection of GFAP among the deregulatated transcripts in our study (upregulated in SOD1 mice). 

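Gfap, the intermediate filament of reactive astrocytes, was at 4.57 ± 0.70 on the log2 scale in WT and 6.71 ± 1.36 in SOD1 mice of week 11, a rise of 4.42-fold (2.14, SE 0.57, adjusted p = 0.0705 from limma). At week 15 it was at 4.78 ± 1.07 in WT and 8.48 ± 0.96 with vehicle, 13-fold higher (3.70, SE 0.57, adjusted p = 3e-04), and at 7.56 ± 1.24 with G-CSF, a difference of -0.91 from vehicle that did not pass (adjusted p = 0.696). Other Gfap probe sets gave 0.25 and 0.49 at week 15. The 12 astrocyte markers as a list did not shift at week 11 (camera, adjusted p = 0.211) or week 15 (0.835), where Gfap was the 1 marker called. Aqp4 and Gja1 were not called. The week 11 call of Gfap was kept in 27 of 35 fits that each left out 1 mouse, and ended without SOD1 mouse 8 (1.91) or WT mouse 5 (2.22), for example.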

Presence of transcripts of glial origin in studies working on laser-captured motoneurons has been described previously (Perrin et al., 2005; Ferraiuolo et al., 2007). Therefore, it is possible that the alterations in the transcriptome linked to energetic/lipid metabolism arise from astrocytes surrounding motoneurons. G-CSF was indeed interestingly able to stimulate the expression of cpt1a in SOD1^G93A^ mice, which is surprising since fatty acids are not the main energetic source for neurons. It is therefore possible that upregulation of cpt1a takes place in astrocytes and not in motoneurons, presumably to sustain higher energetic needs for neurons. Indeed, during energetic stress, astrocytes are able to convert lipid to ketone bodies that will be used as energetic fuel by surrounding neurons (Guzman and Blazquez, 2004). Interestingly, recent studies have shown increased ketone bodies in the cerebrospinal fluid of patients and fatty acid and ketone body supplementations have neuroprotective effects on motoneurons in animal models of ALS (Blasco et al., 2010; Schmitt et al., 2014). Energetic metabolism represents one promising field of research in ALS. Patients present with hypermetabolism, higher energetic needs and a higher level of circulating lipids is associated with better survival (Schmitt et al., 2014). Two recent clinical reports strongly suggest benefit after high lipid/caloric diets in ALS patients with a strong effect on survival (Dorst et al., 2013; Wills et al., 2014).

We found deregulation of several genes associated to RNA metabolism, such as Wars, Eef1a1 and Eif4e. Growing evidence suggests a role for defect RNA processing in motoneuron death. ALS patients present pathological inclusion of TDP-43 and FUS, two proteins that closely interact with RNA metabolism (Ling et al., 2013). Mutations in TARDBP (coding for TDP-43) and FUS are described in ALS patients with a family history but also in patients with fronto-temporal dementia (FTD) with a high risk (around 30%) to develop ALS. Expanded repeats in the gene C9orf72 are largely present in sporadic and familial ALS and FTD cases. Interestingly, whose expanded repeats are believed to induce RNA toxicity through a novel negative gain-of-function. Our results therefore provide interesting new clues when related to most recent pathophysiological hypotheses in ALS research.

### G-CSF action on motoneurons

Our transcriptomic study describes for the first time the transcriptomic changes in motoneurons after a neuroprotective/ -regenerative treatment. We chose to perform our study with SOD1^G93A^ mice at 15 week of age with an administration of G-CSF for 4 weeks. At this age, motor symptom are clearly established in untreated animals (Pitzer et al., 2008; Henriques et al., 2011) and G-CSF has a significant beneficial effect on motor functions and preserves motoneuron counts (Pitzer et al., 2008). In our study, the altered transcriptome of SOD1^G93A^ alpha motoneurons has been modified by G-CSF and the expressions of 187 genes were partially restored. Genes involved in the maintenance of the motor-units, such as Prss12 and CNOT10, were modulated upon treatment, but effect of G-CSF was also observed on other different molecular functions such as neuroinflammation, RNA processing, and energetic metabolism. Completely unsupervised analyses identified more than half of treated mice as asymptomatic based on their transcriptomic profile, confirming the positive effect of the treatment on disease progression.

Modification of the transcriptom was most likely due to a direct effect of G-CSF on the motor neurons. Motoneurons express the receptor of G-CSF in basal condition and can upregulate it after an acute stress in neonatal age (Pitzer et al., 2008; Henriques et al., 2010a). We have also demonstrated that G-CSF can rescue motoneurons in a pure apoptotic condition, induced by sciatic nerve axotomy (Henriques et al., 2010a) and promotes reinnervation after sciatic nerve crush (Henriques et al., 2011). However, we cannot formally conclude whether all or most of the observed changes are due to direct actions of G-CSF on motoneurons or reflect improved health status of the alpha motoneurons by indirect treatment effects. Indeed, G-CSF was first described as a hematopoietic growth factor involved in the proliferation and differentiation of neutrophils. Despite an abundant literature on the involvement of neuroinflammation in ALS (Philips and Robberecht, 2011), there is no evidence that neutrophils have a role in the initiation or progression of ALS, neither in animal model nor in ALS patients. Additionally, a recent report suggests that G-CSF might be involved in response to muscle damage, which is also a characteristic of ALS(Kruger et al., 2014).

## Conclusion

G-CSF was able to re-adjust the expression of genes important for motoneuron survival and function but also genes from other physiological pathways. The global changes occurring after treatment strengthens the notion of multimodal activity of G-CSF for preservation of motor units in ALS. Our results complement the existing data on characterization of G-CSF's action in mouse ALS models (Pitzer et al., 2008; Henriques et al., 2010a, 2011; Naumenko et al., 2011; Pollari et al., 2011) on the gene expression level. This increases confidence in G-CSF as a promising drug candidate for ALS.

## Author contributions

Armin Schneider designed the study. Stefan Kastner, Eva Chatzikonstantinou, Friederike Kirsch, Carola Krüger, Christian Plaas performed animal experiments, histological work, laser microdissection, RNA preparation and amplification. Norbert Gretz performed array hybridizations. Alexandre Henriques performed data analysis. Armin Schneider, Alexandre Henriques, Stefan Kastner, Claudia Pitzer, Carola Krüger, Robert Spoelgen, Jose-Luis Gonzalez De Aguilar and Armin Schneider were involved in data evaluation and discussions. Alexandre Henriques and Armin Schneider wrote the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

Some authors are employees of Sygnis Bioscience. Armin Schneider is inventor on patent applications claiming the use of G-CSF for the treatment of neurodegenerative conditions. The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gene expression changes in spinal motoneurons of the SOD1G93A transgenic model for ALS after treatment with G-CSF
**Source:** Front Cell Neurosci. 2015 Jan 20;8:464. doi: 10.3389/fncel.2014.00464
**Supplement:** Availability of Supporting Data — Microarray data files have been uploaded to the Gene Expression Omnibus (GEO) database repository, under the accession number GSE60856 (www.ncbi.nlm.nih.gov/geo/).

**Supplementary Table 1. List of the transcripts similarly deregulated in SOD1 ^G93A^** **motoneurons, at weeks 11 and 15 of age.**

| **Probe set ID** | **Symbol** | **Name** | **FC at 11w** | **FC at 15w** |
| --- | --- | --- | --- | --- |
| 1427351_s_at | Ighm | immunoglobulin heavy constant mu | 0.34 | 0.13 |
| 1423608_at | Itm2a | integral membrane protein 2A | 0.38 | 0.1 |
| 1438763_at | Dnahc2 | dynein, axonemal, heavy chain 2 | 0.39 | 0.4 |
| 1435815_at | Ldoc1 | leucine zipper, down-regulated in cancer 1 | 0.4 | 0.22 |
| 1423390_at | Siah1a | seven in absentia 1A | 0.41 | 0.36 |
| 1418916_a_at | Spp2 | secreted phosphoprotein 2 | 0.43 | 0.33 |
| 1451440_at | Chodl | chondrolectin | 0.46 | 0.13 |
| 1438213_at | A830018L16Rik | RIKEN cDNA A830018L16 gene | 0.52 | 0.4 |
| 1418072_at | Hist1h2bc | histone cluster 1, H2bc/ H2be/ H2bg | 0.56 | 0.48 |
| 1457248_x_at | Hsd17b7 | hydroxysteroid (17-beta) dehydrogenase 7 | 0.57 | 0.57 |
| 1441049_at | Kcna6 | Potassium voltage-gated channel, shaker-related, subfamily, member 6 | 0.59 | 0.46 |
| 1428427_at | Fbxl2 | F-box and leucine-rich repeat protein 2 | 0.6 | 0.6 |
| 1439006_x_at | Fam70a | family with sequence similarity 70, member A | 0.61 | 0.44 |
| 1456596_at | Fam70a | family with sequence similarity 70, member A | 0.61 | 0.34 |
| 1451660_a_at | Hoxb6 | homeobox B6 | 0.62 | 0.42 |
| 1441933_x_at | Pigz | phosphatidylinositol glycan anchor biosynthesis, class Z | 0.63 | 0.66 |
| 1460214_at | Pcp4 | Purkinje cell protein 4 | 0.63 | 0.68 |
| 1430977_at | Fam159b | family with sequence similarity 159, member B | 0.65 | 0.56 |
| 1417429_at | Fmo1 | flavin containing monooxygenase 1 | 0.66 | 0.68 |
| 1436948_a_at | Fam70a | family with sequence similarity 70, member A | 0.66 | 0.68 |
| 1426542_at | Endod1 | endonuclease domain containing 1 | 0.69 | 0.68 |
| 1455481_at | Ids | iduronate 2-sulfatase | 0.8 | 0.64 |
| 1449363_at | Atf3 | activating transcription factor 3 | 14.44 | 9.99 |
| 1449133_at | Sprr1a | small proline-rich protein 1A | 13.7 | 20.6 |
| 1434129_s_at | Lhfpl2 | lipoma HMGIC fusion partner-like 2 | 10.62 | 5.55 |
| 1454714_x_at | Phgdh | 3-phosphoglycerate dehydrogenase | 8.68 | 6.41 |
| 1437621_x_at | Phgdh | 3-phosphoglycerate dehydrogenase | 8.26 | 7.85 |
| 1426852_x_at | Nov | nephroblastoma overexpressed gene | 7.11 | 5.86 |
| 1422916_at | Fgf21 | fibroblast growth factor 21 | 6.09 | 2.67 |
| 1417022_at | Slc7a3 | solute carrier family 7 (cationic amino acid transporter, y+ system), member 3 | 5.14 | 2.14 |
| 1423427_at | Adcyap1 | adenylate cyclase activating polypeptide 1 | 4.91 | 5.62 |
| 1419665_a_at | Nupr1 | nuclear protein 1 | 4.52 | 3.1 |
| 1440142_s_at | Gfap | glial fibrillary acidic protein | 4.42 | 12.96 |
| 1426808_at | Lgals3 | lectin, galactose binding, soluble 3 | 4.22 | 8.85 |

**Supplementary Table 1. Continued.**

| **Probe set ID** | **Symbol** | **Name** | **FC at 11w** | **FC at 15w** |
| --- | --- | --- | --- | --- |
| 1426851_a_at | Nov | nephroblastoma overexpressed gene | 4.07 | 3.4 |
| 1447812_x_at | Flnc | filamin C, gamma | 3.41 | 3.23 |
| 1417516_at | Ddit3 | DNA-damage inducible transcript 3 | 3.35 | 3.73 |
| 1418778_at | Ccdc109b | coiled-coil domain containing 109B | 2.9 | 2.57 |
| 1417605_s_at | Camk1 | calcium/calmodulin-dependent protein kinase I | 2.63 | 2.35 |
| 1422302_s_at | Ftl1 | ferritin light chain 1 | 2.58 | 1.99 |
| 1455084_x_at | Shmt2 | serine hydroxymethyltransferase 2 (mitochondrial) | 2.58 | 2.47 |
| 1456471_x_at | Phgdh | 3-phosphoglycerate dehydrogenase | 2.58 | 4.14 |
| 1449319_at | Rspo1 | R-spondin homolog (Xenopus laevis) | 2.51 | 2.54 |
| 1448894_at | Akr1b8 | aldo-keto reductase family 1, member B8 | 2.48 | 2.35 |
| 1418364_a_at | Ftl1 | ferritin light chain 1 | 2.4 | 2.01 |
| 1450958_at | Tm4sf1 | transmembrane 4 superfamily member 1 | 2.36 | 2.53 |
| 1416431_at | Tubb6 | tubulin, beta 6 class V | 2.3 | 4 |
| 1448232_x_at | Tuba1a/b/c | tubulin, alpha 1A/1B/1C | 2.27 | 2.8 |
| 1451382_at | Chac1 | ChaC, cation transport regulator 1 | 2.27 | 1.78 |
| 1419666_x_at | Nupr1 | nuclear protein 1 | 2.21 | 2.03 |
| 1428942_at | Mt2 | metallothionein 2 | 2.14 | 2.43 |
| 1437832_x_at | Wars | tryptophanyl-tRNA synthetase | 2.11 | 1.44 |
| 1448135_at | Atf4 | activating transcription factor 4 | 2.08 | 1.45 |
| 1424635_at | Eef1a1 | eukaryotic translation elongation factor 1 alpha 1 | 2.07 | 1.73 |
| 1417491_at | Ctsb | cathepsin B | 2.01 | 2.36 |
| 1443883_at | Sys1 | SYS1 Golgi-localized integral membrane protein homolog | 2 | 2.02 |
| 1435893_at | Vldlr | very low density lipoprotein receptor | 1.96 | 2.3 |
| 1416128_at | Tuba1a/b/c | tubulin, alpha 1A/1B/1C | 1.94 | 2.26 |
| 1422507_at | Cstb | cystatin B | 1.9 | 1.93 |
| 1436094_at | Vgf | VGF nerve growth factor inducible | 1.9 | 1.8 |
| 1454607_s_at | Psat1 | phosphoserine aminotransferase 1 | 1.89 | 2.23 |
| 1438992_x_at | Atf4 | activating transcription factor 4 | 1.74 | 1.99 |
| 1434350_at | Csrnp1 | cysteine-serine-rich nuclear protein 1 | 1.72 | 2.46 |
| 1422506_a_at | Cstb | cystatin B | 1.67 | 1.99 |
| 1455908_a_at | Scpep1 | serine carboxypeptidase 1 | 1.64 | 1.76 |
| 1417103_at | Ddt | D-dopachrome tautomerase | 1.63 | 1.52 |
| 1424976_at | Rhov | ras homolog gene family, member V | 1.61 | 1.43 |
| 1422557_s_at | Mt1 | metallothionein 1 | 1.57 | 1.6 |
| 1420834_at | Vamp2 | vesicle-associated membrane protein 2 | 1.56 | 1.56 |
| 1454847_at | Lhfpl2 | lipoma HMGIC fusion partner-like 2 | 1.54 | 1.47 |

**Supplementary Table 1. Continued.**

| **Probe set ID** | **Symbol** | **Name** | **FC at 11w** | **FC at 15w** |
| --- | --- | --- | --- | --- |
| 1451596_a_at | Sphk1 | sphingosine kinase 1 | 1.53 | 1.54 |
| 1444010_at | Eif4e | eukaryotic translation initiation factor 4E | 1.51 | 2.11 |
| 1427918_a_at | Rhoq | ras homolog gene family, member Q | 1.49 | 1.39 |
| 1454764_s_at | Slc38a1 | solute carrier family 38, member 1 | 1.48 | 1.52 |
| 1426599_a_at | Slc2a1 | solute carrier family 2 (facilitated glucose transporter), member 1 | 1.48 | 1.53 |
| 1453111_a_at | Slc25a39 | solute carrier family 25, member 39 | 1.48 | 1.39 |
| 1437711_x_at | Odc1 | ornithine decarboxylase, structural 1 | 1.41 | 1.45 |
| 1435902_at | Nudt18 | nudix (nucleoside diphosphate linked moiety X)-type motif 18 | 1.4 | 1.6 |
| 1450421_at | Tgfa | transforming growth factor alpha | 1.39 | 1.52 |
| 1434773_a_at | Slc2a1 | solute carrier family 2 (facilitated glucose transporter), member 1 | 1.38 | 1.74 |
| 1424831_at | Cpne2 | copine II | 1.37 | 1.38 |
| 1434784_s_at | Tmem106c | transmembrane protein 106C | 1.36 | 1.5 |
| 1416290_a_at | Psmc4 | proteasome (prosome, macropain) 26S subunit, ATPase 4 | 1.3 | 1.45 |

How the deposited data were processed for this re-analysis (not part of the article)

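Laser-dissected lumbar motoneurons of 35 mice were analysed, with 1 array per mouse and no pooling: 6 WT and 8 SOD1 G93A mice of week 11, and 7 WT, 7 vehicle-treated and 7 G-CSF-treated SOD1 G93A mice of week 15. The authors amplified the RNA, hybridized it to Affymetrix mouse genome arrays and normalized the arrays with GCRMA in Affymetrix Expression Console (versions not given in the sources used here). The deposited values are log2 intensities per probe set, 45101 per array and 64 of them control probe sets, with no filter applied.

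Probe sets were joined to gene symbols through gene numbers. Of the 45101, 34958 name 1 gene, 932 several and 9211 none. The results of 1 gene that the paper names are not reported here. The filter of the methods kept 31352 probe sets, of which 25589 name 1 gene (14257 genes).

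limma (version 3.58.1, R 4.3.3) was fitted with 1 mean per group and 1 empirical Bayes prior (3.54 prior degrees of freedom, prior SD 0.40). The contrasts were SOD1 against WT at each week, G-CSF against vehicle, G-CSF against WT, the difference of the SOD1 effects between the weeks, and WT of week 15 against WT of week 11. A transcript was called at an unadjusted p under 0.05, a Benjamini-Hochberg adjusted p under 0.1 within the contrast and a fold change of at least 1.5, the thresholds of the methods text. Transcripts readjusted by G-CSF are those called in vehicle against WT and in G-CSF against vehicle with opposite signs.

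Of 35 gene lists for pathways and cell types, 34 had members among the filtered probe sets and were tested with camera (inter-gene correlation 0.01) on the brightest filtered probe set per gene, with an adjusted p under 0.05 over the lists. The red blood cell list had none. Alternatives were camera with an estimated correlation, camera on the median of all probe sets per gene, and fry, which tests whether a list moves one way on balance and does not compare it with other genes. The values of the paper's tables had been seen when the lists were written, and most lists hold at least 1 gene of these tables and are not independent evidence.

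The text names the other genes that the paper names, at the probe set the paper lists, the called transcripts with the largest fold change per comparison, up to 10 each way with 1 probe set per gene, and members of the lists, chosen among those called or with the largest fold change, though not every called member is named. Markers of cell types were set against the 20th centile and the median of each array. Classes were predicted with 3 nearest neighbours over transcripts with an SD over 1.2, leaving out each mouse in turn. Positions between WT and vehicle were tested by exact permutation over all assignments of the vehicle-treated and G-CSF-treated mice.

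The limma step was tested on simulated data of 31352 transcripts with known changes. Per comparison, 67 were changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold. In the real comparison of vehicle with WT, 2308 had an adjusted p under 0.1, so the setting differs from the real one. For vehicle against WT at week 15, limma called 17.9% of transcripts changed 1.5-fold, 53.7% of those changed 2-fold and 93.9% of those changed 4-fold. At week 11 it called 11.9% of those changed 1.5-fold, and 23.9% for G-CSF against vehicle.

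The alternatives were other thresholds, the methods' ANOVA with Tukey's comparison, other filters, another normalization, fits on the groups of 1 week or on 2 groups, a replicate block, array weights, an intensity trend, a covariate for RNA quality, a floor, and leaving out each mouse. After the data had been seen, a fit without the 3 arrays that stand apart and a fit with the 18S covariate were added. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures. The quantitative PCR was not analysed here.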

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

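The tests of the 18S probe set, of array spread by the count after another quantile normalization (the normalization itself was chosen earlier) and of the microglia shift against other cell types were chosen only after the results were seen. The SOD1 effect differed between week 15 and week 11 in 919 transcripts, 244 higher and 675 lower (limma), and this difference was tested as an interaction. The count depended on the processing. It was far lower after another quantile normalization, with the 3' minus 5' covariate and without WT mouse 6 of week 11. Of the 919, 26.6% were higher, against 47.8% of those called after another quantile normalization and 38.7% with arrays centred on the median. Eif2d (2.22, SE 0.33, adjusted p = 0.000921), Rabgap1l (2.63), Cyp1b1 (2.51), Dbf4 (2.13), Fmod (2.07), Malat1 (1.98), Dicer1 (1.96), Kcnq1ot1 (1.88) and Ctss (1.86) had a higher SOD1 effect at week 15 on the log2 scale. For Ctss, SOD1 mice were alike at week 11 (7.85) and with vehicle at week 15 (7.93). Its WT level differed, at 7.82 and 6.04. A lower one was seen in Marf1 (-3.43), Sypl (-3.20), Ctsz (-3.11, SE 0.42, adjusted p = 0.00025), Ik (-2.95), Prune2 (-2.93), Nek4 (-2.81), the chaperone Hspa4 (-2.77), the proteasome activator Psme3 (-2.75), Cpsf2 (-2.75) and Blzf1 (-2.73).

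Among the genes the paper names, the difference passed for Kcnq5 (-2.44), Elovl4 (-2.05), Prss12 (-1.83), Chodl (-1.78), Cpt1a (-1.69) and Npy (1.92). Npy was no longer called without WT mouse 6 of week 11 (1.88).

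Of the gene lists, 12 had a different SOD1 effect between the weeks by camera, and none of them with an estimated correlation. The lists were not tested after another quantile normalization, so a part of array spread in these differences was not tested. Protein folding was lower at week 15 in 8 of 29 genes, 15 when adjusted over the list alone (adjusted p = 5.39e-08; adjusted p = 0.171 with an estimated correlation). The proteasome was lower in 6 of 33 genes, 16 when adjusted over the list alone (adjusted p = 3.03e-06; adjusted p = 0.195 with an estimated correlation). Cytoskeleton and transport (3 of 27 lower; adjusted p = 0.000121) and general neuron markers (2 of 11 lower; adjusted p = 0.000182) followed, with adjusted p = 0.274 and 0.196 with an estimated correlation. Microglia markers were higher (adjusted p = 0.00407; adjusted p = 0.335 with an estimated correlation). The other 7 lists were lower, with adjusted p = 0.022 for ALS genes, 0.0253 for motoneuron markers, fatty acid oxidation and synaptic vesicles, and 0.03 for oxidative phosphorylation, lysosome and fatty acid synthesis. With an estimated correlation their adjusted p was 0.195 for 4 of them, 0.344 for lysosome, 0.414 for synaptic vesicles and 0.687 for oxidative phosphorylation.

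Single mice stood far from the rest of their group in 12 of 128 groups of values tested, where chance gives 6.4. They were Colec11 in WT mouse 1 of week 15 (5.79, the others 1.89 to 2.67), Vps4b in vehicle-treated mouse 2 (6.31; 4.74 to 5.41), Atf3 in SOD1 mouse 2 of week 11 (4.71; 7.17 to 8.56), Vgf in G-CSF-treated mouse 1 (8.47; 9.91 to 10.57), Tgfa in vehicle-treated mouse 3 (5.49; 4.26 to 4.68) and Larp4 in SOD1 mouse 8 of week 11 (5.76; 6.71 to 7.27). The others were Cklf in WT mouse 2 of week 11 (5.66; 6.87 to 7.50), Cpt1a in WT mouse 2 of week 15 (7.45; 8.16 to 8.35), Elovl4 in SOD1 mouse 8 of week 11 (5.96; 6.68 to 7.31) and in WT mouse 2 of week 15 (6.36; 7.00 to 7.29), Ctsb in G-CSF-treated mouse 6 (7.73; 6.94 to 7.13) and the 18S probe set in SOD1 mouse 1 of week 11 (9.38; 10.46 to 11.22).

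The paper gives folds of G-CSF-treated SOD1 mice to WT mice only for the genes of its Tables 3 and 4. It does not report the 353 transcripts that differ between them as a set, nor the 1743 that differ between WT mice of week 15 and week 11.

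WT mice of week 15 stood apart from WT mice of week 11. The number of changed transcripts after another quantile normalization, 1727, and with the 3' minus 5' difference as a covariate, 1311, argue against array spread and RNA ends as the whole cause. The 18S value of the lowest week 15 mouse lay 1.05 above that of the highest week 11 mouse, so a difference in RNA amplification between the cohorts may contribute, and week, cohort and 18S level go together. Changes of the 2 brightest probe sets of a gene had r = 0.191 across genes, against 0.379 for vehicle against WT, which leaves open whether single probe sets drive part of it. Age stays open as an untested explanation.

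In vehicle-treated SOD1 mice 6 of 14 microglia markers were higher (camera, adjusted p = 2.77e-07; adjusted p = 0.13 with an estimated correlation). A lower share of motoneuron RNA would raise markers of every other cell type alike, and the microglia shift exceeded that of oligodendrocytes by 1.43 (SE over mice 0.25, exact permutation p = 0.000583, the smallest it can give) and that of endothelial cells by 1.05 (SE over mice 0.17), which argues against it as the whole cause. Interneuron markers shifted by a mean of 0.72, 0.31 less than microglia (SE over mice 0.23, exact permutation p = 0.211), and motoneuron markers shifted by -0.34, so a lower share as a part of the pattern stays open. The microglia genes varied together between mice of a group (mean r = 0.296, beyond the 95th centile of 0.0583 over 2000 random lists), so microglia captured beside motoneurons may carry them. An increase of microglia around motoneurons and a change within microglia stay open.

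The G-CSF differences ran opposite to the SOD1 differences. The corrected covariance had an exact permutation p of 0.257, so the vehicle-treated mice that stand in both comparisons may account for the pattern. The slope on the week 11 SOD1 effect, which shares no mice, was 0.00969 (exact permutation p = 0.921). The SOD1 effects of the 2 ages had r = -0.0249 across transcripts, so this slope would lie near 0 with or without such an effect of G-CSF and decides nothing. Whether G-CSF moves SOD1 changes back stays open.

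Other splits of the mice were counted, 100 for each result. Chance can be excluded for SOD1 against WT at week 11 (413, highest other split 26) and at week 15 (1854, 398). The same holds for G-CSF against WT (353, 4) and for WT of week 15 against week 11 (1743, 949). In each, 1 split of 100, the real one, called as many. So it was for both weeks (45, 3) and the difference between weeks (919, 1). For both weeks only week 11 mice were exchanged, which removes the week 11 changes too, so sharing is not tested. For the difference, genotype was exchanged within both weeks. This removes the SOD1 effects, so equal effects at both weeks are not tested. Chance cannot be excluded for G-CSF against vehicle (12, highest other split 392), where 38 splits called as many, nor for the readjusted transcripts (7, 188), where 24 did. What the splits that call several times the real count have in common was not tested.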

How the results depend on the processing

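The fits without the 3 arrays that stand apart and with the 18S covariate were chosen only after the data were seen. Signal near background limits folds of dim transcripts, and the floor at log2 of 3 changed nothing, so it tests nothing.

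Counts below are SOD1 against WT at week 11, vehicle against WT, G-CSF against vehicle, G-CSF against WT, the difference between weeks, WT between weeks, readjusted, and both weeks, and only values over 1.5 times away are given. The cause was not tested for any of them. Tukey's comparison: week 11 694, G-CSF 353, G-CSF against WT 774, readjusted 138; with fold change 1.2 these were 1033, 479, 1096 and 195, and both weeks 88; within the week, week 11 147, vehicle 358, G-CSF 65, readjusted 54, both weeks 16. Adjusted p under 0.05: 174, 1040, 4, 181, 139, 1161, 3 and 20, in that order. Unadjusted p under 0.05 with a fold change of 1.5: 1709, 3658, 1576, 2289, 4328, 3491, 713 and 195. No filter: G-CSF 6; intensity filter alone: G-CSF 6. Quantile normalization: week 11 185, difference 274. Only the 2 groups compared: vehicle 1174, G-CSF 0, readjusted 0 by limma (2602 for G-CSF at an unadjusted p under 0.05 over 5 groups, 353 by Tukey's comparison). Array weights: week 11 1114, G-CSF 3, G-CSF against WT 818, WT between weeks 3827, readjusted 3, both weeks 107. 3' minus 5' covariate: week 11 264, difference 241, readjusted 14. Without the 3 arrays: G-CSF 52, G-CSF against WT 914, difference 202, readjusted 39. 18S covariate: WT between weeks 36, with Ddx6 (-0.581) and Snhg1 (0.176) reversed, where 18S does not overlap between the weeks, so that this fit tests nothing for WT between weeks.

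Leaving out single mice gave, at week 11, 147 to 563 (SOD1 mice 3 274, 4 224, 7 265, 8 229; WT mice 2 224, 5 147, 6 232); vehicle 1259 to 2319; WT between weeks 1343 to 2100. G-CSF gave 4 to 48: SOD1 week 11 mice 2 7, 3 7, 4 6, 6 7, 8 7; WT week 11 mice 1 7, 3 7; vehicle mice 3 37, 4 48, 7 34; G-CSF mice 2 19, 3 19, 4 7, 5 4; WT week 15 mice 1, 3, 5, 6 and 7 each 7. G-CSF against WT gave 211 to 763 (WT week 11 mouse 6 595, G-CSF mice 1 763 and 7 211, WT week 15 mouse 6 228). The difference gave 183 to 1285 (SOD1 week 11 mice 2 338, 3 482, 4 402, 7 559; WT week 11 mice 5 590, 6 183; vehicle mouse 3 424; WT week 15 mice 2 592, 3 484, 4 457, 6 432, 7 454). Readjusted gave 2 to 36 (vehicle mice 1 16, 3 25, 4 36, 7 24; G-CSF mice 2 16, 3 15, 5 2), and both weeks 20 to 55 (SOD1 mice 4 25, 7 26, 8 23; WT mice 2 24, 5 20).

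With the replicate block (numbers do not pair mice: 4 mice correlate best with their own number, and same-number pairs have a mean r of -0.00752), week 11 was 155 and both weeks 21.

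Gene lists passing with an estimated correlation: week 11 5, vehicle 1, G-CSF 1, G-CSF against WT 1, difference 0, WT between weeks 0 (camera with the preset correlation 12 and 6, fry 12 and 3). fry: G-CSF 1, WT between weeks 3. Median of all probe sets: G-CSF 2. Calls by camera that ended with it were lymphocyte, oxidative phosphorylation and ALS genes at week 11 (adjusted p = 0.0929, 0.0931 and 0.0929), potassium channels with vehicle (0.576), astrocyte and oxidative phosphorylation with G-CSF (0.325 and 0.065), tRNA ligases and ALS genes for G-CSF against WT (0.326 and 0.075), motoneuron markers for the difference (0.109) and interneuron, oligodendrocyte and proteasome for WT between weeks (0.05, 0.05 and 0.116). Calls gained were clock, complement and MHC, fatty acid oxidation and oligodendrocyte with vehicle (0.0294, 0.00143, 0.00333 and 0.0128), neutrophil and proteasome for G-CSF against WT (0.0499 and 0.0303), oligodendrocyte, stress response and tRNA ligases for the difference (0.01, 0.0182 and 0.000109) and fatty acid synthesis for WT between weeks (0.0013). Transcripts with an SD over 1.0 were 2196 and over 1.5 113. All filtered transcripts put 1 G-CSF mouse in SOD1 of week 15 and the nearest centroid 6. The vehicle mice split gave 18.4 readjusted, slope -0.0911 and covariance -0.025.

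Over single transcripts, leaving out mice gave 8799 the same, 10 stronger and 746 weaker, and other settings 4492 the same, 46 stronger, 547 weaker and 2 reversed. In the fits leaving out 1 mouse, the calls at G-CSF of Cnot10, Npy and Uri1 were kept in 35 of 35, Ccz1 in 34, Phex in 33, Ptger4 in 28, Chrnb2 in 14, Smim38 in 13, Cpne3 in 11, Acot11 in 9 and Mtap in 5.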

Differences from the paper's values

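The fits without the 3 arrays that stand apart and with the 18S covariate were chosen only after the result was seen. The thresholds here are those of the paper's methods text. The filter of the methods kept 31352 transcripts here, and the paper has about 29000 in Fig. 1B, read by eye.

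At week 11 the paper gives 985 changed transcripts, 725 higher and 260 lower, against 413, 354 and 59 here. Of 17 alternatives set before the data were examined, Tukey's comparison with a fold change of 1.5 (694, 575), with 1.2 (1033, 739) and array weights (1114, 884) came within 1.5 times for the total and the higher count, and 14 did not. For the lower count, Tukey's comparison with 1.2 (294) and array weights (230) did, and 15 did not. The fold change of 1.2 is that of the paper's flow chart and 1.5 that of its methods text.

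For G-CSF against vehicle the paper gives 463 transcripts, 187 of them readjusted and 251 not changed in SOD1, against 12, 7 and 5 here. Its figures print other numbers, about 330 changed by G-CSF in Fig. 1B and about 280 not changed in SOD1 in Fig. 3A, both read by eye. Against the numbers of the text and of the figures alike, Tukey's comparison with 1.5 (353, 138 and 215) and with 1.2 (479, 195 and 284) came within 1.5 times, and the other 15 of 17 alternatives did not. For transcripts changed at both weeks the paper gives 83, against 45 here, and Tukey's comparison with 1.5 (64) and 1.2 (88) and array weights (107) came within 1.5 times, while 14 did not.

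The paper's text gives a sensitivity above 0.875, a bound, and the lowest of a class was 0.571 here. The nearest group centroid (0.833) came within 1.5 times of that bound, and 5 of 6 alternatives did not. The paper puts 1 G-CSF mouse in SOD1 of week 11, against 2 here, and 1 neighbour gave 1, while 5 of 6 alternatives did not.

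The week 11 folds of Supplementary Table 1 were matched within 5% at all 83 probe sets, and its week 15 folds were not compared. The folds of SOD1 to WT were matched within 5% at all 39 probe sets of Table 1, 38 of Table 2, 31 of Table 3 and 29 of Table 4. For Tables 3 and 4, the group means were matched within 0.001 at all 31 and 29. Their folds of G-CSF to WT were not compared as such. limma called 28 of 39 in Table 1, 38 of 38 in Table 2, and, for G-CSF against vehicle, 4 of 31 in Table 3 and 0 of 29 in Table 4 (2602 transcripts in all had an unadjusted p under 0.05). Tukey's comparison with 1.2 called 38, 38, 31 and 28.

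The paper describes Kcnq5, Larp4, Cklf, Cpt1a, Elovl4, Ctsb, Prss12 and Bmpr1a as moved by G-CSF. limma did not call them here (adjusted p = 0.23, 0.287, 0.341, 0.385, 0.23, 0.343, 0.44 and 0.263). Tukey's comparison and an unadjusted p under 0.05 called all but Prss12, which an unadjusted p alone called. Tukey's comparison within the week called Kcnq5, Cpt1a, Elovl4, Ctsb and Bmpr1a. Without vehicle-treated mouse 3 limma called Kcnq5, also without the 3 arrays that stand apart (2.07), a fit chosen after seeing the values, and without vehicle-treated mouse 7 limma called Elovl4 (1.04). Npy and Cnot10 were called.

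The paper lists Tgfa and Eif4e as higher and Chodl as lower at week 11, and Wars as higher at both ages. limma gave adjusted p = 0.171, 0.146 and 0.118 at week 11 for Tgfa, Eif4e and Chodl, and Wars reached 1.44-fold at week 15. Tukey's comparison with 1.2 called all 4. Eif4e and Chodl were also called by Tukey's comparison with 1.5, an unadjusted p and array weights, and Eif4e without SOD1 mouse 2 (0.70). Chodl was further called after another quantile normalization (-1.23), with only the 2 groups compared, with the 3' minus 5' covariate (-1.29), with the 18S covariate (-1.31), which was chosen after seeing the values, and without any 1 of SOD1 mouse 2, WT mouse 4, vehicle-treated mouse 3 and G-CSF-treated mice 1 and 2. Wars at week 15 was called with a fold change of 1.2 or none, after another quantile normalization (0.68), and without vehicle-treated mouse 3, WT mouse 3 or, chosen after seeing the values, the 3 arrays (0.59).

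The paper describes the glial markers of its own set as very low or not detected. The lists used here were written separately and need not hold the same genes. In them, 8 of 10 oligodendrocyte and 9 of 12 astrocyte markers lay over the array median in all mice, while Itgam (2.29) and Aif1 (2.21) read low. Array medians lay between 3.19 and 3.47, so a marker over the median can still be dim.

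In the paper's canonical plot, the treated mice were widely dispersed and tended to lie off the symptomatic SOD1 mice, nearer to mice without symptoms. On the line between WT and vehicle the G-CSF mice differed from vehicle by -0.088 (exact permutation p = 0.527).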

Other observations

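No test in this part was chosen only after its result was seen. Genes of G-CSF signalling were measured in motoneurons of all groups. Pim1, a kinase that Stat3 induces, rose by 1.12 in SOD1 mice of week 11 (SE 0.28, adjusted p = 0.0535 from limma), and Jak1 fell by 1.39 with vehicle against WT at week 15 (SE 0.38, adjusted p = 0.0327). Of 17 measured, 2 were higher at week 11 (Pim1 and Stat3), and the list did not shift at week 11 (camera, adjusted p = 0.233) or week 15 (0.425). Socs3 was 1.62 higher at week 15 (SE 0.65) and not called (adjusted p = 0.155).

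The list of cytoskeleton and transport genes shifted up at week 11, with Dync1h1, the heavy chain of dynein, the 1 gene called among 27 and 4 higher when adjusted over the list alone (camera, adjusted p = 3.87e-05; adjusted p = 0.216 with an estimated correlation). At week 15 the tubulin Tubb2b rose by 2.27 (SE 0.44, adjusted p = 0.00295) and Map2 fell by 0.61, with no shift of the list (adjusted p = 0.0603). Synaptic vesicle genes shifted up at week 11 with Vamp2 called (camera, adjusted p = 0.00584; adjusted p = 0.278 with an estimated correlation), and at week 15 Vamp2 (0.64) was higher and Sypl (-2.39) and Sv2b (-0.99) were lower, with no shift of the list (adjusted p = 0.322). Uchl1, a ubiquitin hydrolase of neurons, rose by 1.16 at week 11 (SE 0.21, adjusted p = 0.00456), where 2 of 11 general neuron markers were higher, 4 when adjusted over the list alone (camera, adjusted p = 0.00107; adjusted p = 0.225 with an estimated correlation). None of 29 ribosomal protein genes was called at week 15 by limma, and the list shifted up by 0.21 (camera, adjusted p = 0.00268; adjusted p = 0.348 with an estimated correlation).

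In WT mice of week 15 against week 11, oxidative phosphorylation was lower in 6 of 45 genes, 12 when adjusted over the list alone (camera, adjusted p = 5.25e-06; adjusted p = 0.46 with an estimated correlation). Oligodendrocyte markers were higher in 3 of 10 (adjusted p = 0.000243; adjusted p = 0.387 with an estimated correlation). Glycolysis (adjusted p = 0.00659) and interneuron markers (adjusted p = 0.00659) were lower, as were the proteasome and ribosomal proteins (adjusted p = 0.0281 each), and none passed with an estimated correlation (lowest adjusted p = 0.387 with an estimated correlation).

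Of 20 measured genes with ALS mutations, Pfn1, an actin-binding protein, rose by 1.10 at week 11 (SE 0.25, adjusted p = 0.0273 from limma), the ATPase Vcp rose by 0.91 (SE 0.19, adjusted p = 0.0149) and the RNA-binding protein Atxn2 fell. Adjusted over the list alone, 3 were higher and 1 lower (camera, adjusted p = 0.0463; adjusted p = 0.221 with an estimated correlation).

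Among the lists that did not pass by camera at week 11 or week 15 were immediate early genes (adjusted p = 0.131 and 0.322), complement and MHC (0.165 and 0.0874) and endothelial (0.273 and 0.835). Mural cells (0.35 and 0.797), oligodendrocyte precursors (0.767 and 0.835), neutrophils (0.31 and 0.142) and oligodendrocytes (0.211 and 0.144) did not pass either. With the median of all probe sets per gene, complement and MHC were higher (adjusted p = 0.00143) and oligodendrocyte markers lower (adjusted p = 0.0128) at week 15. Neither passed there with an estimated correlation (adjusted p = 0.254 and 0.513).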
